# PAIP1 regulates expression of immune and inflammatory response associated genes at transcript level in liver cancer cell

**DOI:** 10.7717/peerj.15070

**Published:** 2023-04-21

**Authors:** Jianfeng Zheng, Weiwei Fan, Xiaoyu Zhang, Weili Quan, Yunfei Wu, Mengni Shu, Moyang Chen, Ming Liang

**Keywords:** PAIP1, Liver cancer, Gene expression, Immune response, Inflammatory response

## Abstract

Poly(A) binding protein interacting protein 1 (PAIP1) is a translation regulator and also regulate the decay of mRNA. PAIP1 has also been reported to be a marker of increased invasive potential of liver cancer. However, the roles and underlying molecular mechanism of PAIP1 in liver cancer is still unclear. Here, cell viability and the gene expression profile of liver cancer line HepG2 transfected with PAIP1 siRNA was compared with cells transfected with non-targeting control siRNA. The results showed that PAIP1 knockdown inhibited cell viability, and extensively affects expression of 893 genes at transcriptional level in HepG2 cells. Gene function analysis showed that a large number of PAIP1 up-regulated genes were enriched in term of DNA-dependent transcription and the down-regulated genes were enriched in some pathways including immune response and inflammatory response. qPCR confirmed that PAIP1 knockdown positively regulated the expression of selected immune and inflammatory factor genes in HepG2 cells. Expression analysis of TCGA revealed that PAIP1 had positive correlations with two immune associated genes IL1R2 and PTAFR in liver tumor tissue. Taken together, our results demonstrated that PAIP1 was not only a translation regulator, but also a transcription regulator in liver cancer. Moreover, PAIP1 could function as a regulatory factor of immune and inflammatory genes in liver cancer. Thus, our study provides important cues for further study on the regulatory mechanism of PAIP1 in liver cancer.

## Introduction

Liver cancer is one of the most common cancers, 75%–85% of which is hepatocellular carcinoma (HCC) (Bray et al., 2018). Hepatitis virus infection is the main risk factor for HCC (Llovet et al., 2021b). According to the latest global cancer statistics report, incidence of liver cancer ranks sixth among all cancers, and mortality rate of liver cancer has risen to third among all cancers, with about 900,000 new cases and 830,000 deaths in 2020 (Sung et al., 2021). Although the incidence and mortality of liver cancer have decreased with the promotion of hepatitis virus vaccination and improved treatment (Valery et al., 2018; Yang & Heimbach, 2020), there are controversies in the treatment of patients with intermediate and advanced liver cancer, and the prognosis of patients is still very poor (Yang & Heimbach, 2020). Therefore, it is necessary to continue to study the pathogenesis of HCC and find new targets for early diagnosis and treatment.

RNA binding proteins (RBPs) are proteins that function by binding to RNA, which could regulate transcription and post-transcriptional alternative splicing, modification, transport, translation and degradation metabolism of RNA (Hentze et al., 2018; Xiao et al., 2019). Abnormal expression or dysfunction of RBPs leads to the development of cancer and other diseases, and RBPs are potential therapeutic targets (Chatterji & Rustgi, 2018; Gebauer et al., 2021; Qin et al., 2020). It is notable that some studies have reported the roles of some RBPs in liver cancer, which are potential therapeutic targets for liver cancer (Feng et al., 2020; Silva et al., 2020; Wang et al., 2020; Yang et al., 2021). Therefore, it is necessary to continue to study the function of abnormal expression of RBPs in liver cancer and explore their mechanism of function, so as to develop personalized treatment.

Poly(A) binding protein interacting protein 1 (PAIP1) is a translation regulator that interacts with poly(A) tail binding protein (PABP) and the translation initiation factor eIF4G, which facilitate translation initiation process (Craig et al., 1998; Martineau et al., 2008; Martineau et al., 2014) and can influence the translation termination process (Ivanov et al., 2019). In addition, PAIP1 inhibits degradation of mRNA by participating in inhibiting deadenylation of mRNA (Grosset et al., 2000). Moreover, PAIP1 protein interacts with ubiquitin ligases UBR5 and WWP2 to achieve ubiquitin degradation (Lv, Zhang & Gao, 2014; Muñoz Escobar et al., 2015). As for the biology function, PAIP1 are highly expressed in many types of cancer, inducing breast cancer (Piao et al., 2018), lung adenocarcinoma (Wang et al., 2019c), pancreatic cancer (Guan et al., 2019), cervical cancer (Li et al., 2019), and gastric cancer (Wang et al., 2019b), human tongue squamous cell carcinoma (Xie et al., 2020) and gallbladder cancer (Bi et al., 2021). Knocking down PAIP1 in a variety of cancer cell lines can inhibit the proliferation and metastasis of cancer cells, and/or induce apoptosis and cell cycle arrest (Bi et al., 2021; Guan et al., 2019; Li et al., 2019; Piao et al., 2018; Wang et al., 2019b; Wang et al., 2019c; Xie et al., 2020). Mechanistically, PAIP1 inhibits lung cancer cell proliferation and epithelial-mesenchymal transition related metastasis by regulating AKT/GSK-3 *β* signaling pathway (Wang et al., 2019c). PAIP1 knockdown could decrease the expression of Ki67 and Pcna, and increased Bax/Bcl2 index and caspase-3 expression in human tongue squamous cell carcinoma (Xie et al., 2020). PAIP1 promotes gallbladder cancer through regulating expression of PLK1 (Bi et al., 2021). Results of these studies indicated that PAIP1 is a potential prognostic biomarker for cancer. It is notable that PAIP1 is highly expressed in HCC tissues compared with the normal liver tissue, and the expression of PAIP1 in HCC tissues is significantly correlated with the prognosis of patients (Kim et al., 2020). However, the roles and underlying molecular mechanism of PAIP1 in liver cancer are still unclear.

Here, to further explore the roles and regulated targets of PAIP1, we knocked down PAIP1 in HepG2 cells that was isolated from liver cancer tissue. Then, comprehensive gene expression profiles of PAIP1-knockdown cells and controls were detected by high-throughput RNA sequencing (RNA-Seq) to identify genome-wide targets regulated by PAIP1. The results showed that PAIP1 knockdown could extensively affect the expression of a large number of genes. In particular, PAIP1 knockdown inhibited expression of immune genes at mRNA level in HepG2 cells. Moreover, there were significant correlation between expression of PAIP1 and PAIP1-regulated immune genes in liver cancer tissues. These results indicated that PAIP1 cloud function as a regulatory factor of transcription, which affect expression of immune and inflammatory genes in liver cancer. Our study provides an important basis and data platform to further clarify the role of PAIP1 in mediating progress of liver cancer.

## Materials and Methods

### Cell culture and siRNA transfections

The human liver cancer cell line HepG2 and Huh7 was purchased from Procell Life Science & Technology Co., Ltd. (Wuhan, China). HepG2 cells line were cultured at 37 °C with 5% CO2 in MEM with 10% fetal bovine serum (FBS), 100 µg/mL streptomycin, 100 U/mL penicillin.

To knockdown PAIP1, three different siRNA duplexes and non-targeting control siRNA were purchased from Gemma (Suzhou, China). The sequence of these siRNA were present in Table S1. siRNA transfection of PAIP1 cells was performed using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. Transfected cells were harvested after 48 h for qPCR detection of expression of PAIP1.

### Assessment of knockdown efficiency

The total RNA of HepG2 cells transfected with different vectors was isolated using TRIzol reagent (Ambion, Austin, TX, USA). Then, cDNA was synthesized. qPCR was performed using Bestar SYBR Green RT-PCR Master Mix (DBI Bioscience, Shanghai, China) on the Bio-Rad S1000. GAPDH (glyceraldehyde-3-phosphate dehydrogenase) was used as a reference gene for assessing the efficiency of PAIP1 knockdown. The primers used for qPCR are listed in Table S1. The expression of PAIP1 was then normalized to GAPDH using 2^−ΔΔCT^.

### Western blotting

HepG2 cells were lysed in ice-cold wash buffer (1 × PBS, 0.1% SDS, 0.5% NP-40 and 0.5% sodium deoxycholate) supplemented with a protease inhibitor cocktail (Roche, Basel, Switzerland) and incubate on ice for 30 min. Samples were boiled for 10 min in boiling water with 1X SDS sample buffer and separated on 10% SDS-PAGE. With TBST buffer (20 mM Tris-buffered saline and 0.1% Tween-20) containing 5% non-fat milk power for 1 h at room temperature, membranes were incubated with primary antibody: PAIP1 antibody (1:1,000, ABclonal, Wuhan, China), GAPDH (1:2,000, ABclonal, Wuhan, China) and then with HRP-conjugated secondary antibody. Bound secondary antibody was detected using the enhanced chemiluminescence (ECL) reagent (170506, BioRad, Hercules, CA, USA).

### Cell viability analysis

A MTT assay was used to evaluate cell viability according to a previous study (Wang et al., 2019a). Cultured cells were pretreated with 20 µl MTT solution. The treated cells were cultured under the same conditions for 30 min. Then, the medium was removed. Next, 0.15 ml dimethylsulfoxide (DMSO) was used to solubilize the resulting formazan crystal. An ELISA reader was used to detect the optical density at 490 nm.

### Library preparation and sequencing

The total RNA of HepG2 cells was extracted with TRIZOL (Ambion, Austin, TX, USA) and purified with two phenol-chloroform. Then, the purified total RNA was treated with RQ1 DNase (Promega, Madison, WI, USA) to remove DNA. Further purified RNA was detected for the absorbance at 260 nm/280 nm (A260/A280) using Smartspec Plus (BioRad, Hercules, CA, USA) to assess the quality and quantity. Agarose gel electrophoresis (1.5%) was performed to assess the integrity of the purified RNA.

For RNA-seq library preparation, 1 µg RNA was used for each sample. Oligo(dT)-conjugated magnetic beads (Invitrogen, Carlsbad, CA, USA) were used to purify and concentrate polyA mRNAs from the total RNA sample. The purified and concentrated RNA sample was fragmented. End-repair and 5′  adaptor ligation of fragmented RNA were performed. Then, the RNA were reversely transcribed using primers harboring 3′  adaptor sequence and randomized hexamer for cDNAs. The cDNAs were further amplified and purified. The purified cDNAs were stored at −80 °C until sequencing.

According to the manufacturer’s instructions, high-throughput sequencing libraries were prepared. Pair-end Sequencing (151-bp) were conducted by Illumina HiSeq4000 system in a commercial company (ABLife Inc., Wuhan, China).

### Clean and alignment of raw sequencing data

First, raw sequencing reads with more than 2-N bases were discarded. Then, FASTX-Toolkit (Version 0.0.13) was used to trim the adaptors and low-quality bases from raw reads. The resulting reads less than 16nt were further discarded. Tophat2 were used to align the clean reads to the GRch38 genome allowing 4 mismatches (Li et al., 2013). Then, uniquely mapped reads of each gene were used to calculate the FPKM (paired-end fragments per kilobase of exon per million fragments mapped) (Trapnell et al., 2010).

### Differentially Expressed Genes (DEG) analysis

FPKM was used to evaluate the expression level of genes. edgeR software was used to identify the differentially expressed genes (DEGs) (Robinson, McCarthy & Smyth, 2010) with a threshold for the fold change (fold change ≥2 or ≤0.5) and false discovery rate (FDR < 0.05).

### Functional enrichment analysis of DEGs

Overrepresentation analysis (ORA) were performed for the upregulated or downregulated DEGs to detect gene set enrichment by Gene Ontology (GO) and reactome pathway analysis was used to predict the gene function and calculate the functional category distribution frequency (Xie et al., 2011). Reactome functions as an archive of biological processes and as a tool for discovering unexpected functional relationships (Fabregat et al., 2018). The hypergeometric test and Benjamini–Hochberg FDR controlling procedure were used to define the enrichment of each pathway (corrected *p*-value < 0.05 or FDR < 0.05).

### Expression validation of DEGs by qPCR

Quantitative real-time PCR (qPCR) of selected DEGs was conducted to elucidate the validity of the RNA-seq data. GAPDH was used as a reference gene. Primers for qPCR was presented in Table S2. qPCR was conducted on the same RNA samples which was used for RNA-seq. PCR reaction conditions were as follows: denaturing for 10 min at 95 °C, then 40 cycles including denaturation for 15 s at 95 °C, with annealing and extension for 1 min at 60 °C. Three technique replicates were performed for PCR amplification of each sample.

### Analysis of TCGA (The Cancer Genome Atlas) data

The RNA-seq data of liver cancer were downloaded from TCGA database (https://www.cancer.gov/). Expression of PAIP1 and PAIP1-reguated DEGs in liver cancer sample were analyzed.

### Analysis of the Human Protein Atlas (HPA)

The Human Protein Atlas stores plenty of information about thousands of proteins regarding their expression and distribution in a variety of cancer tissues. Using this database, we analyzed the differential expression of PAIP1 protein level between normal liver tissues and liver cancer tissues.

### Statistical analysis

Statistical analysis was performed using R (v3.1.3). qPCR data of the two groups were compared by an unpaired two-tailed *t*-test at *P* values <0.05. The qPCR data were presented as the mean ± standard deviation (SD). Pearson’s correlation test was used to assess the relationship between expression of PAIP1 and PAIP1-regulated DEGs in liver cancer tissues from TCGA at *P* values <0.05.

## Results

### PAIP1 was overexpressed in liver cancer tissues and associated with poor prognosis

To verify whether PAIP1 was overexpressed in liver cancer tissues, we detected the expression of PAIP1 in liver cancer. We analyzed the expression of PAIP1 in liver cancer sample of the TCGA and the Human Protein Atlas database, the results showed that the expression of PAIP1 was obviously up-regulated in liver cancer tissues compared to normal tissues at both transcript and protein level (Figs. 1A and 1B). Moreover, the expression of PAIP1 was correlated with the prognosis of patients with liver cancer. Compared to patients with low expression of PAIP1, patients with high expression had shorter overall survival (Fig. 1C). Additionally, compared to early-stage (stage i) liver cancer, PAIP1 showed a relative higher expression in advanced liver cancer (stage iii) (Fig. 1D). Thus, PAIP1 might be a potential prognostic factor in liver cancer.

**Figure 1:**
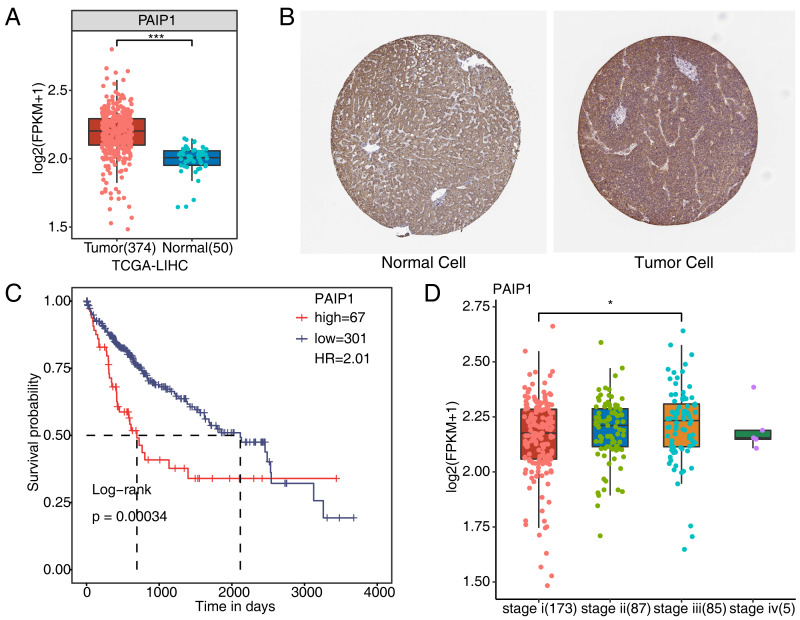
Expression of PAIP1 in clinical samples of liver cancer of TCGA and the Human Protein Atlas database. (A) PAIP1 has a high expression at mRNA level in tumor tissue based on the TCGA samples. (B) PAIP1 has a high expression at protein level in tumor tissue based on the Human Protein Atlas database samples. (C) Patients with high expression of PAIP1 had a lower survival rate compared to patient with low PAIP1 expression. (D) PAIP1 has a relative high expression in tissue of advanced liver cancer.

### PAIP1 knockdown inhibited cell viability and extensively regulated gene expression at transcriptional level in HepG2 cells

To explore the regulated targets of PAIP1 in liver cancer, the expression of PAIP1 was knocked-down in HepG2 cells by transfecting vector with three different PAIP1 siRNAs (siPAIP1-1, siPAIP1-2, and siPAIP1-3) (Table S1). Compared with cells being transfected with non-targeting control siRNA (NC), all three PAIP1 siRNAs effectively reduced the mRNA and protein expression of PAIP1 (Figs. 2A and 2B). Notably, siRNA3 had the best knockdown efficiency (Figs. 2A and 2B), which was used to knock-down PAIP1 in HepG2 cells for cell viability and RNA-seq. As is shown, the cell viability of HepG2 cells were inhibited by PAIP1 knockdown (Fig. 2C).

**Figure 2:**
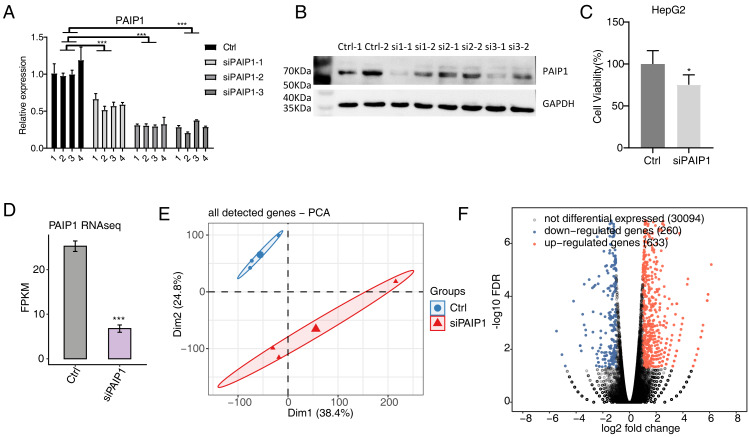
Effects of PAIP1 knockdown on cell viability and the gene expression profile of HepG2 cells. (A) PAIP1 knockdown were validated by qPCR. siPAIP1-1, siPAIP1-2, and siPAIP1-3 were three different PAIP1 siRNAs. The number 1, 2, 3, and 4 were biological replicates of each siRNA. (B) PAIP1 knockdown were validated by WB. si1, si2, and si3 were three different PAIP1 siRNAs. The number si1-1 (si2-1 or si3-1) and si1-2 (si2-2 or si3-2) were biological replicates of each siRNA. (C) PAIP1 knockdown was validated by RNA-seq. (D) PAIP1 knockdown inhibit the cell proliferation. (E) PCA analysis showed differences in gene expression profile between control and PAIP1 knockdown samples. (F) Differential expressed genes (DEGs) were identified after PAIP1 knockdown. Red and blue dots represent upregulated and downregulated genes in the volcano plot, respectively. For qPCR, GAPDH was used as the reference gene. Student’s *t* test was performed to compare PAIP1-knockdown and control cells with significance set at a *P* value of less than 0.05. ^∗^ *P* < 0.005, ^∗∗∗^ *P* < 0.001.

Then, RNA-seq was used to detect the gene expression profiles of PAIP1 knockdown with siRNA3 and control HepG2 cells. Both siPAIP1 and control HepG2 cells had three biological replicates. There were six RNA-seq samples (siPAIP1_1st, siPAIP1_2nd, siPAIP1_3rd, Ctrl_1st, Ctrl_2nd, Ctrl_3rd). 

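HepG2, a cell line from a human liver tumor, was transfected with siRNA3 against PAIP1 (siPAIP1) or with non-targeting control siRNA (Ctrl) and harvested after 48 h. There were 3 biological replicates per group, and poly(A) RNA was sequenced as read pairs. The authors trimmed adaptors and low-quality bases, aligned the reads to GRCh38 with TopHat2 and counted uniquely mapped fragments per gene. Whether the counting used strand, the counting tool and the annotation release are not given in the sources used here, so values of genes with overlapping or antisense neighbours are uncertain. The deposited counts cover 30987 genes. They total 34659866, 33527439 and 31045623 in Ctrl replicates 1 to 3 and 33948514, 34157368 and 29313211 in siPAIP1 replicates 1 to 3. The paper's text gives at least 38.8 M clean read pairs and over 66.8 M uniquely mapped reads per library. The smallest numbers in its Table S3 are 68809456 clean reads, counted singly, and 64506219 uniquely mapped reads. The analyses here rest on the count totals alone. In the same table, multiply mapped reads make up 3.65%, 7.77% and 3.53% of the mapped reads in Ctrl, and 3.59%, 5.46% and 17.9% in siPAIP1. In siPAIP1 replicate 3, 357 of 9247 genes with a mean CPM of 10 or more lay over 2-fold above the mean of the other siPAIP1 libraries. Any other library had at most 7 such genes against its own group. For the tests here, counts were scaled by TMM and genes with low counts removed by filterByExpr, leaving 15528 genes. siPAIP1 and Ctrl were compared by edgeR's quasi-likelihood test without pairing the replicates, with p-values adjusted by the Benjamini-Hochberg method. DEGs are genes with an adjusted p under 0.05 and a fold change of at least 2 or at most 0.5, the paper's thresholds. CPM is given as mean ± SD of 3 libraries per group, and log2 fold changes are siPAIP1 over Ctrl. The median biological coefficient of variation was 0.124. Gene lists were written before the counts were analysed, but with the paper and values of its Tables S4 and S6 already seen. They are therefore not blind to these libraries. They were compared with all other tested genes by camera at a preset correlation of 0.01, adjusted over 51 lists. Of these, 7 rose and 23 fell. Splits of the 6 libraries into 3 and 3 other than the real one gave 7 to 32 lists, so the number of calls alone does not set the real groups apart. With the correlation estimated from the data camera called 0 of the 51 lists (2 higher and 14 lower at an unadjusted p under 0.05; smallest adjusted p = 0.0646). The test fry, which takes each list on its own, called 4 higher and 20 lower.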

After cleaning raw sequence data, at least 38.8 million pair-end reads were obtained for each sample. After mapping those clean reads to the human genome, more than 66.8 million uniquely mapped reads of each sample were used for gene expression further gene expression analysis (Table S3).

FPKM were calculated to represent the expression level of each gene. The results showed that there were unique 30,705 genes with FPKM >0 and unique 12,862 genes with FPKM >1 in at least one sample (Tables S4 and S5). 

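Among the 32 genes that the study examines one by one, DKK1, which encodes a secreted Wnt inhibitor, had the highest FPKM (up to 547 in a library). STAB1, which encodes a scavenger receptor, had the lowest maximum (0.21). By the deposited FPKM, 30706 genes were above 0 in at least 1 of the 6 libraries, and 12862 reached 1 or more. Requiring all 6 libraries to be above 0 left 18751 genes. The number above 0 ranged from 22836 in Ctrl replicate 1 to 25348 in siPAIP1 replicate 3. FPKM is given to 2 decimals, so the smallest values round to 0.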

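PAIP1 encodes a partner of the poly(A)-binding protein that promotes translation. Its FPKM was 26.83, 22.96 and 26.01 in Ctrl replicates 1 to 3 and 8.29, 6.54 and 5.47 in siPAIP1, so every siPAIP1 library lay below every Ctrl library. The means were 25.3 ± 2.04 in Ctrl and 6.77 ± 1.42 in siPAIP1 (SD, n = 3 each), which leaves 26.8% of the Ctrl level. An exact permutation test gave p = 0.1, the smallest value that 3 against 3 libraries can give. Tested with all genes, PAIP1 fell in CPM from 88.7 ± 6.62 to 23.2 ± 4.05 (log2 fold change -1.93, SE 0.13, adjusted p = 0.00092, edgeR's quasi-likelihood test). PAIP1 lies on the minus strand of chromosome 5 at 43526267-43557758 (GRCh38). The 19-base target of siRNA3 lies in its coding sequence and spans a splice junction, with 5 bases in exon 10 and 14 in exon 11 of the 11-exon transcript searched. The other gene with a full match was PAIP1P2, a PAIP1 pseudogene that the count table does not hold. Protein was not analysed here.

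**Figure D1:**
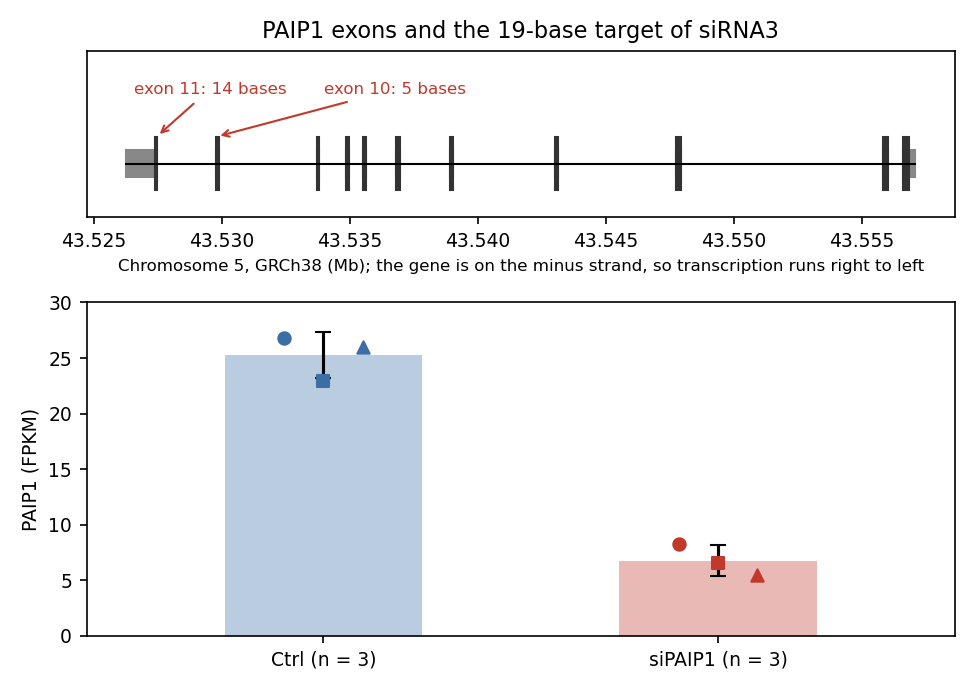
The target of siRNA3 on the exons of PAIP1 (top) and PAIP1 FPKM per library with mean and SD (bottom; 3 libraries per group).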

PAIP1 knockdown were further verified by FPKM values of this gene in HepG2 cells (Fig. 2D). According to FPKM values of each expressed genes, the six samples that were used for Principal Component Analysis (PCA). As shown, there was a clear separation of siPAIP1 and control samples with three biological replicates in a group (Fig. 2E). This result demonstrated that PAIP1 knockdown obviously changed the gene expression profile of HepG2 cells.

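The first component held 38.5% of the variance of log2(FPKM + 1), each of 30700 genes being scaled to unit variance. On it siPAIP1 replicate 3 stood at 215 and the other 5 libraries, Ctrl and siPAIP1 alike, between -77.3 and -17.1. The second component, with 24.7%, parted the groups: the siPAIP1 libraries lay at 99.2, 114 and -18.7 and the Ctrl libraries at -41.6, -100.4 and -52.9. Over all genes, the mean distance between libraries of different groups exceeded that within groups by 25.2, which is 10.3% of the mean distance. Among the 10 ways to split 6 libraries in 3 and 3 none gave a larger difference (exact permutation p = 0.1, the smallest possible). Leaving out 1 library moved the difference to between 12.7 (5.25%, without Ctrl replicate 3) and 40.2 (16.6%, without siPAIP1 replicate 1). Without Ctrl replicate 1, 2 or 3 the permutation p was 0.3, 0.4 and 0.3, and with genes centred but not scaled the first component, then 57.4% of the variance, parted the groups.

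**Figure D2:**
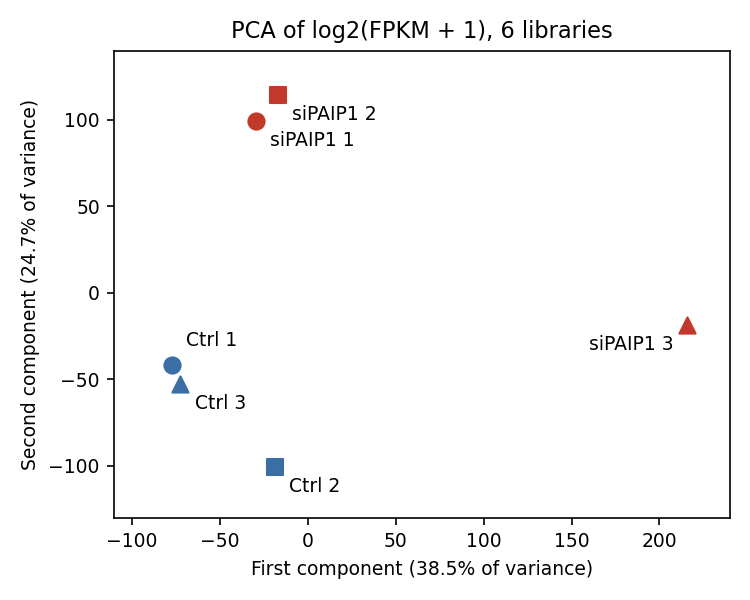
PCA of the 6 libraries, colored by group and with a symbol per replicate number; axes give the share of variance.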

Then, DEGs between the siPAIP1 and control cells were identified by the edgeR to further compare the gene expression profile. A total of 633 upregulated and 260 downregulated DEGs were identified between siPAIP1 and control cells (Fig. 2F). 

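Among the 10 largest rises of protein-coding DEGs with a mean log2 CPM of at least 2, QPCT, an enzyme that modifies peptide ends, rose from 2.55 ± 0.276 to 8.36 ± 0.531 CPM (log2 fold change 1.71, SE 0.13, adjusted p = 0.0012, edgeR's quasi-likelihood test). The growth-receptor adaptor GRB10 on chromosome 7 rose from 13.2 ± 0.526 to 38.2 ± 2.35 (1.53, SE 0.082, adjusted p = 0.00085, the same test). The cell-cycle inhibitor CDKN2B on chromosome 9 rose from 2.29 ± 0.113 to 6.55 ± 0.966 (1.52, SE 0.15, adjusted p = 0.0021, the same test). RGS19, which ends G-protein signals, reached 1.49 (SE 0.10, adjusted p = 0.00092), and OGFR, a receptor for an opioid growth factor, 1.51 (SE 0.19, adjusted p = 0.0050) by the same test. NES, an intermediate filament, rose by 1.76 (SE 0.35, adjusted p = 0.019) in the same test, with its highest value in siPAIP1 replicate 3 (CPM 153, 167 and 394). FAM171A2 (1.47, SE 0.22, adjusted p = 0.0077, the same test) was also highest in that library (CPM 6.06, 6.63 and 10.3). So was OGFR (CPM 80.3, 83.7 and 134) and, by smaller margins, CDKN2B and GRB10. Of the 10 largest falls, the scaffold protein SDCBP2 fell from 8.37 ± 0.748 to 1.96 ± 0.160 (-2.10, SE 0.13, adjusted p = 0.00085, the same test). BAAT, which conjugates bile acids, fell from 7.78 ± 0.413 to 2.07 ± 0.0399 (-1.91, SE 0.11, adjusted p = 0.00085, the same test), and C10orf10, a gene induced in fasting, from 25.2 ± 1.65 to 7.03 ± 0.733 (-1.84, SE 0.11, adjusted p = 0.00085). IGFBP1, a liver-secreted binder of insulin-like growth factors, fell from 166 ± 4.96 to 48.4 ± 2.56 (-1.78, SE 0.073, adjusted p = 0.00032, the same test). The steroid dehydrogenase HSD17B2 and the thyroid-hormone deiodinase DIO1 reached -1.80 (SE 0.13, adjusted p = 0.0010) and -1.66 (SE 0.14, adjusted p = 0.0016) by the same test. In all, 173 genes were higher and 171 lower, 882 and 963 without a fold threshold, and 4436 had an unadjusted p under 0.05. None of these DEGs had overlapping groups. Of all tested genes 5685, or 36.6%, had none, where chance gives 10%. Of the higher DEGs 133 were protein-coding, 18 antisense and 14 lincRNA genes. Of the lower DEGs 148, 9 and 5 were. Genes that are not protein-coding held 4.56% ± 0.318% of the counts in Ctrl and 4.67% ± 0.546% in siPAIP1 (SD, n = 3 each, exact permutation p = 0.9). Among those classes the 5 DEGs with a mean log2 CPM of at least 2 were AC020571.3 (1.38), AC093673.5 (1.19), EXOC3-AS1 (1.17) and RP11-212P7.2, which rose, and RP11-511B23.1 (-1.17), which fell. RP11-212P7.2, a lincRNA, went from 6.40 ± 0.575 to 15.2 ± 4.78 CPM. Counts of antisense genes are uncertain without the strand. Leaving out 1 library ended these calls at an adjusted p under 0.05 (same test) for NES without Ctrl 1, 2 or 3 (0.0836 to 0.106), FAM171A2 without Ctrl 3 (0.0525), and RP11-212P7.2 without Ctrl 1, 2 or 3 (0.0595 to 0.0754). RP11-212P7.2 also missed the fold threshold without siPAIP1 replicate 3 (0.95). Without siPAIP1 replicate 3 there were 196 higher and 235 lower DEGs. Without any other single library there were 55 to 175 higher and 88 to 156 lower DEGs, with fewer samples in each test.

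**Figure D3:**
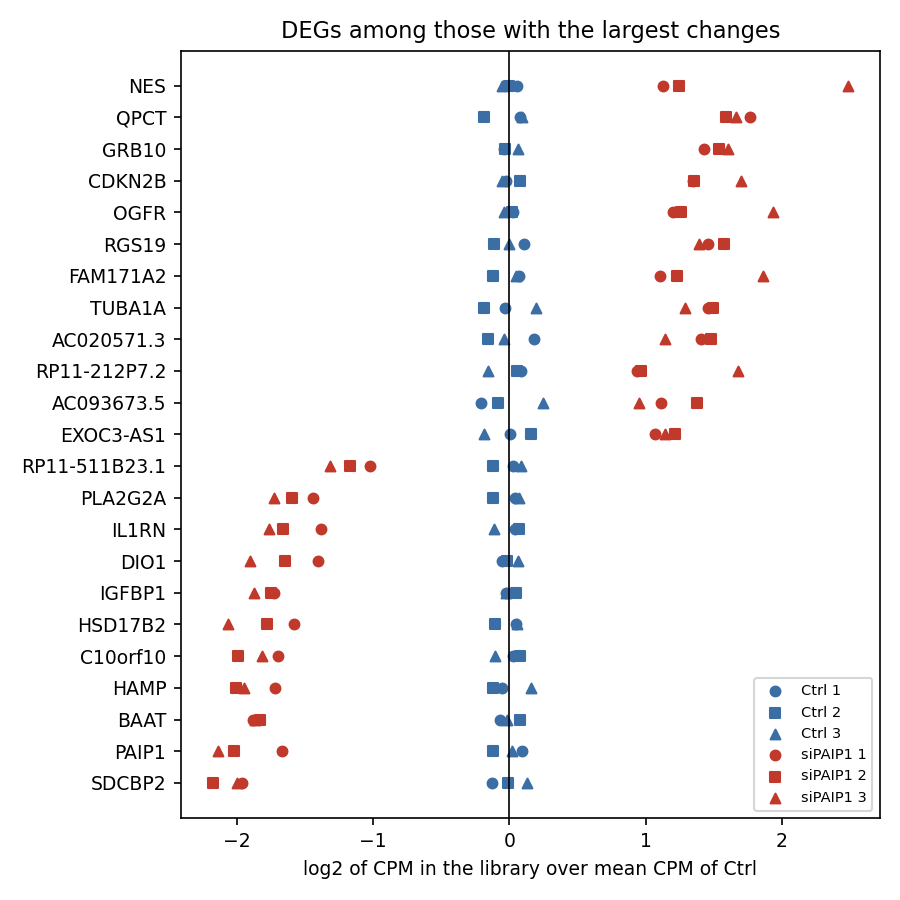
DEGs among those with the largest changes (some are left out): log2 of the CPM of each of the 6 libraries over the mean CPM of the 3 Ctrl libraries.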

All the DEGs were listed with detailed information including FPKMs and fold changes (Table S6). To verify the effect of PAIP1-knockdown on the expression of these DEGs, qPCR was conducted to quantify the changes in mRNA levels of these genes after PAIP1 knockdown in HepG2 cells. Ten DEGs were selected for qPCR analysis, including five upregulated genes and five downregulated genes. All selected DEGs with FPKM >1 in at least one sample. The results showed that all selected DEGs showed a significant increase or decrease after PAIP1- knockdown in HepG2 cells, which was in agreement with the RNA-seq analysis (Fig. 3). These results showed that PAIP1 extensively regulates gene expression in HepG2 cells.

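MT1F, which encodes a metal-binding metallothionein, rose from 18.9 ± 0.731 to 40.8 ± 0.928 CPM (log2 fold change 1.11, SE 0.072, adjusted p = 0.00085, edgeR's quasi-likelihood test). The actin-binding gene TPM4 rose from 227 ± 16.9 to 548 ± 19.1 (1.27, SE 0.081, adjusted p = 0.00085, the same test), and the cell-cycle inhibitor CDKN2A from 6.51 ± 0.655 to 14.9 ± 1.17 (adjusted p = 0.0019). CCND1, which encodes cyclin D1, fell from 544 ± 26.2 to 202 ± 40.9 (-1.43, SE 0.14, adjusted p = 0.0022, the same test), and the transcription factor MYCN from 33.9 ± 2.40 to 16.3 ± 1.26 (-1.05, SE 0.093, adjusted p = 0.0017). The secreted phospholipase PLA2G2A fell from 364 ± 25.6 to 122 ± 12.0 (-1.58, SE 0.099, adjusted p = 0.00085, the same test). AKR1C1, a steroid reductase near-identical to AKR1C2, fell from 1154 ± 203 to 448 ± 78.3 (-1.36, SE 0.17, adjusted p = 0.0048, the same test). DKK1 fell from 1038 ± 71.4 to 522 ± 75.2, just short of the fold threshold (-0.99, SE 0.12, adjusted p = 0.0043, the same test). The collagen gene COL9A2 rose from 41.5 ± 3.06 to 87.1 ± 20.1 (1.07, SE 0.16, adjusted p = 0.0077, the same test) and MICAL1, an actin oxidase, from 25.5 ± 2.77 to 53.2 ± 20.4 (1.06, SE 0.25, adjusted p = 0.035). Relative to Ctrl, MICAL1 stood at a log2 ratio of 0.70 over siPAIP1 replicates 1 and 2 and at 1.58 in replicate 3. Without replicate 3 both missed the fold threshold (COL9A2 0.87, MICAL1 0.70). The same test gave an adjusted p above 0.05 for COL9A2 without Ctrl 1 (0.0537) or Ctrl 3 (0.0569), and MICAL1 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0548 to 0.144). DKK1 passed the fold threshold without Ctrl replicate 2 (-1.06), siPAIP1 replicate 1 (-1.09) or 2 (-1.02). So 9 of the 10 genes were DEGs. All 10 had an adjusted p under 0.05, also adjusted over the list alone. The study chose these genes from the same libraries, so the tally is not independent evidence. The paper ran its qPCR on the RNA that was sequenced. The held part of the paper's qPCR table covers 9 of its 18 genes. For 5 of these 10 genes its ratios of siPAIP1 to control, over GAPDH, were 2.29 (COL9A2), 2.32 (MICAL1), 0.567 (DKK1), 0.309 (CCND1) and 0.483 (MYCN), the paper's values.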

**Figure 3:**
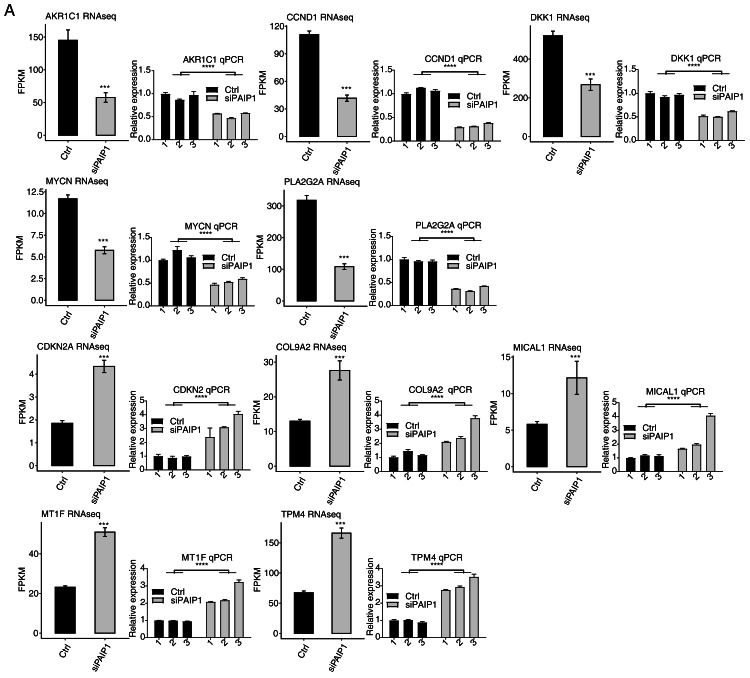
Validation of PAIP1-knockdown regulated genes in HepG2 cells. Relative expression levels of ten PAIP1-knockdown regulated DEGs by RNA-seq (FPKM) (left) and qPCR (right). For qPCR, GAPDH was used as the reference gene. Student’s *t* test was performed to compare PAIP1-knockdown and control cells with significance set at a *P* value of less than 0.05. ^∗∗∗^ *P* < 0.001, ^∗∗∗∗^ *P* < 0.0001.

In addition, the expression of PAIP1 was knocked-down in another liver cancer cell Huh7 by transfecting vector with same three different PAIP1 siRNAs (siPAIP1-1, siPAIP1-2, and siPAIP1-3) (Table S1). Compared with cells being transfected with non-targeting control siRNA (NC), all three PAIP1 siRNAs effectively reduced protein expression of PAIP1 (Fig. 4A). qPCR was conducted to quantify the changes in mRNA levels of the same ten identified DEGs in HepG2 cells. The results showed that five genes showed a significant increase or decrease after PAIP1-knockdown in Huh7 cells (Fig. 4B), which was in agreement with that of HepG2 cells. These results showed that PAIP1 could regulate expression of some genes in both HepG2 and Huh7 cells.

**Figure 4:**
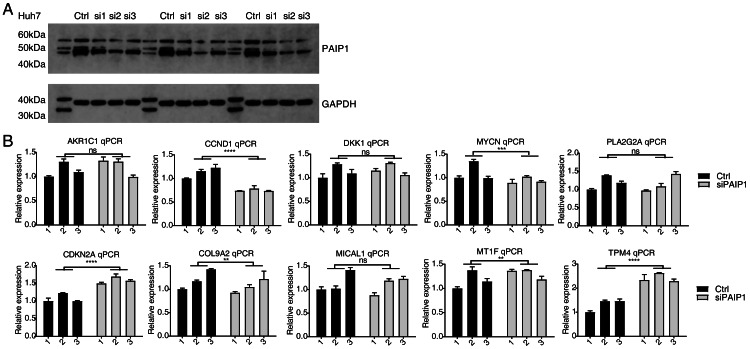
Validation of PAIP1-knockdown regulated genes in Huh7 cells. (A) PAIP1 knockdown were validated by WB. si1, si2, and si3 were three different PAIP1 siRNAs. Three different ctrl, si1, si2, and si3 were biological replicates of each siRNA. (B) Relative expression levels of ten PAIP1-knockdown regulated DEGs by qPCR. For qPCR, GAPDH was used as the reference gene. Student’s *t* test was performed to compare PAIP1-knockdown and control cells with significance set at a *P* value of less than 0.05. ^∗∗^ *P* < 0.01, ^∗∗∗^ *P* < 0.001, ^∗∗∗∗^ *P* < 0.0001.

### PAIP1 knockdown inhibited immune and inflammatory genes in HepG2 cells

To reveal the potential roles of DEGs, GO analysis was performed to annotate 633 upregulated DEGs. GO analysis was divided into three categories: biological process (GO-P), molecular function (GO-F) and cellular component (GO-C). The results revealed 170 upregulated genes annotated with 45 GO-P, terms (Table S7). 

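WNT9A, a secreted Wnt ligand on chromosome 1, rose from 0.617 ± 0.0909 to 2.85 ± 0.679 CPM (log2 fold change 2.20, SE 0.24, adjusted p = 0.0032, edgeR's quasi-likelihood test), and TUBA1A, a tubulin, from 67.3 ± 9.14 to 179 ± 13.3 (1.41, SE 0.11, adjusted p = 0.0014). ARHGAP40, a GTPase regulator, rose from 1.69 ± 0.0794 to 5.74 ± 1.17 (1.76, SE 0.18, adjusted p = 0.0025, the same test). The ligands WNT7B and WNT10B rose by 1.42 (SE 0.21, adjusted p = 0.0077) and 2.01 (SE 0.38, adjusted p = 0.017), and the GTPase regulator ARAP3 by 1.34 (SE 0.33, adjusted p = 0.043), in the same test. The adjusted p exceeded 0.05 in the same test for WNT7B without Ctrl 3 (0.0536), WNT10B without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0699 to 0.0865), and ARAP3 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0798 to 0.163). ARAP3 missed the fold threshold without siPAIP1 replicate 3 (0.95). Table S7 lists 98 higher genes under the paper's 10 leading terms. Of the 76 tested, 38 were higher DEGs and 61 had all siPAIP1 above all Ctrl libraries, as did 18.97% of all tested genes (chance 5%). Of these 76, 13 rested on siPAIP1 replicate 3 alone, replicates 1 and 2 being under 1.2-fold above Ctrl or below it. By term, 7 of 13 tested genes were higher DEGs for development, 7 of 7 for cell-cell signaling, 7 of 9 for axon guidance, 4 of 7 for Wnt signaling, 3 of 5 for retinoic acid, and 3 of 9 for small GTPase signaling. These terms were drawn from the same libraries, so the tallies are not independent evidence, and enrichment was not tested again. Of 49 small GTPase regulators in a list written apart from the study, 4 rose and 1 fell, as many as adjusted over the list alone. ARHGAP40, ARHGAP21 (0.74, SE 0.17, adjusted p = 0.033) and ARAP3 rose and PLEKHG6 fell (-0.62, SE 0.087, adjusted p = 0.0063, the same test). ARHGEF39, also higher, is named after its value was seen. The list's median was 0.22, being 0.040 over siPAIP1 replicates 1 and 2 and 0.62 in replicate 3 (camera adjusted p = 0.035, or 0.753 with an estimated correlation and 0.394 by fry). Without Ctrl replicate 1 or 3 or siPAIP1 replicate 3 it was 0.0807, 0.0744 and 0.561, and the adjusted p of the same test exceeded 0.05 for ARHGAP21 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0627 to 0.152). Of 16 Wnt ligands and receptors 4 rose and 3 fell, as many as adjusted over the list alone. Next to the rises of WNT9A, WNT7B and WNT10B, the receptor FZD4 fell (-1.05, SE 0.090, adjusted p = 0.0017, the same test). FZD8, WNT6 and FZD5 also passed and are named after their values were seen. FZD4 reached -0.99 without siPAIP1 replicate 3. The list's median was 0.16 (camera adjusted p = 0.57). Among 10 retinoic acid response genes CRABP2 rose by 0.81 (SE 0.20, adjusted p = 0.040) and DHRS3 fell by 0.30 (SE 0.073, adjusted p = 0.040) on the log2 scale in the same test, with 3 higher and 1 lower adjusted over the list alone. The enzyme CYP26B1 had 1.11 (SE 0.37, adjusted p = 0.100) and the transcription factor TBX1 1.62 (SE 0.53, adjusted p = 0.092) by the same test, and TBX1 passed without siPAIP1 replicate 3 (adjusted p = 0.0485). Over the list the median was 0.36 (camera adjusted p = 0.22). The calls of CRABP2 and DHRS3 were lost in the same test (CRABP2 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0721 to 0.153), and DHRS3 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0760 to 0.156)). Both calls were also lost with no filter on low counts and with same-numbered replicates paired as blocks. DESeq2 did not call CRABP2, and upper-quartile factors in place of TMM lost DHRS3.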

The top 10 GO-P terms include DNA-dependent transcription, regulation of small GTPase mediated signal transduction, G2/M transition of mitotic cell cycle, multicellular organismal development, cell–cell signaling, cellular response to retinoic acid, cell cycle arrest, axon guidance, Wnt receptor signaling pathway, and nucleosome assembly (Fig. 5A). These results indicated that PAIP1 knockdown increased the expression of many transcription factors and cell cycle associated genes.

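Of 430 ZNF zinc-finger genes, a family of DNA-binding transcription factors, 45 rose and 3 fell (29 and 2 adjusted over the list alone). ZNF664 on chromosome 12 rose by 0.85 (SE 0.099, adjusted p = 0.0038) and ZNF853 by 0.98 (SE 0.14, adjusted p = 0.0063) on the log2 scale by edgeR's quasi-likelihood test. The same test gave 0.87 (SE 0.13, adjusted p = 0.0072) for ZNF616 and 0.50 (SE 0.071, adjusted p = 0.0067) for ZNF385C. ZNF22, ZNF684 and ZNF804A, the lower members, are named after their values were seen. The list's median was 0.24, 0.15 over siPAIP1 replicates 1 and 2 and 0.33 in replicate 3 (camera adjusted p = 6.0e-06, adjusted p = 0.378 with an estimated correlation, 0.0638 by fry). The immediate early gene EGR1, a transcription factor on chromosome 5, rose from 1.16 ± 0.245 to 3.59 ± 0.350 CPM (1.62, SE 0.20, adjusted p = 0.0046, the same test), as did DUSP5, BTG2 and IER2 (0.92, 0.59 and 0.73). Of 25 immediate early genes 7 rose (8 higher and 1 lower adjusted over the list alone). Their median was 0.099 (camera adjusted p = 0.00089, adjusted p = 0.261 with an estimated correlation). HOXC12 rose from 0.389 ± 0.109 to 1.56 ± 0.213 (1.99, SE 0.27, adjusted p = 0.0058, the same test) and HOXC9 by 1.41 (SE 0.23, adjusted p = 0.011), while HOXD1 fell (-0.79, SE 0.14, adjusted p = 0.014). HOXA5 had -0.36 (SE 0.099, adjusted p = 0.056) by the same test, or an adjusted p of 0.0388 without siPAIP1 replicate 3. Of 12 HOX genes 2 rose and 1 fell (2 and 2 adjusted over the list alone). Their median was -0.060, while the mean, 0.25, and the test pointed upward (camera adjusted p = 0.71, or 0.0481 with no filter on low counts). Of 18 developmental transcription factors 2 rose and 3 fell. TBX4 fell (-1.89, SE 0.19, adjusted p = 0.0023, the same test). DLX1 rose (0.75), MSX1 fell (-0.44), and GATA4, lower, is named after its value was seen. Adjusted over the list alone 4 were higher and 3 lower (median 0.15, camera adjusted p = 0.92). Adjusted p exceeded 0.05 in the same test for IER2 without Ctrl 1 (0.0555) or Ctrl 3 (0.0536), HOXC9 without Ctrl 1 or 2, or siPAIP1 2 (0.0501 to 0.0634), HOXD1 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0563 to 0.0724), DLX1 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0561 to 0.122), and MSX1 without Ctrl 1 or 3, or siPAIP1 2 (0.0563 to 0.0636).
The cyclin CCND2 rose from 27.0 ± 0.989 to 70.0 ± 7.43 (1.38, SE 0.095, adjusted p = 0.00092, the same test). Of 15 cyclin-dependent kinase inhibitors, cyclins and their partners, CCND2, CDKN2A and CDKN2B rose and CCND1 fell. CDK6, higher, and CDKN1A, lower, are named after their values were seen. Adjusted over the list alone 5 were higher and 3 lower (median 0.049, camera adjusted p = 0.14, fry 0.0353). Of 56 genes of the G2/M phase CBX5 (0.43, SE 0.093, adjusted p = 0.027), TACC3 (0.46, SE 0.11, adjusted p = 0.039) and CDCA2 (0.31, SE 0.079, adjusted p = 0.045) rose in the same test, and CENPF had 0.50 (SE 0.16, adjusted p = 0.092). None of the 56 passed adjusted over the list alone in edgeR, and 11 had an unadjusted p under 0.05 (all higher). DESeq2 and edgeR's exact test called 3 each, but not CDCA2, which kept its call in 6 of 22 alternative settings. The median of the 56 was 0.091 (camera adjusted p = 0.057, 0.753 with an estimated correlation), with adjusted p = 0.0155 without Ctrl replicate 1 and 0.00060 without siPAIP1 replicate 3. CBX5, TACC3 and CDCA2 lost the adjusted p under 0.05 of the same test (for CBX5 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0734 to 0.131), TACC3 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0551 to 0.164), and CDCA2 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.101 to 0.161)). Of 48 genes of the G1/S phase edgeR called 0 (3 at an unadjusted p under 0.05; DESeq2 0, exact test 0). CDCA7 had 0.32 (SE 0.093, adjusted p = 0.067), CCNE1 0.26 (SE 0.087, adjusted p = 0.094), NASP 0.21 (SE 0.077, adjusted p = 0.13) and SLBP -0.21 (SE 0.089, adjusted p = 0.18) by the same test, with a median of 0.013 and a camera adjusted p of 0.95. The adjusted p without siPAIP1 replicate 3 was under 0.05 for CENPF (0.0112), CDCA7 (0.00710) and CCNE1 (0.00302). Of the genes that Table S7 lists, 14 of 31 tested were higher DEGs for regulation of transcription (7 of the 31 rested on siPAIP1 replicate 3 alone, replicates 1 and 2 being under 1.2-fold above Ctrl or below it), 4 of 5 for cell cycle arrest, and 4 of 8 for the G2/M transition.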

**Figure 5:**
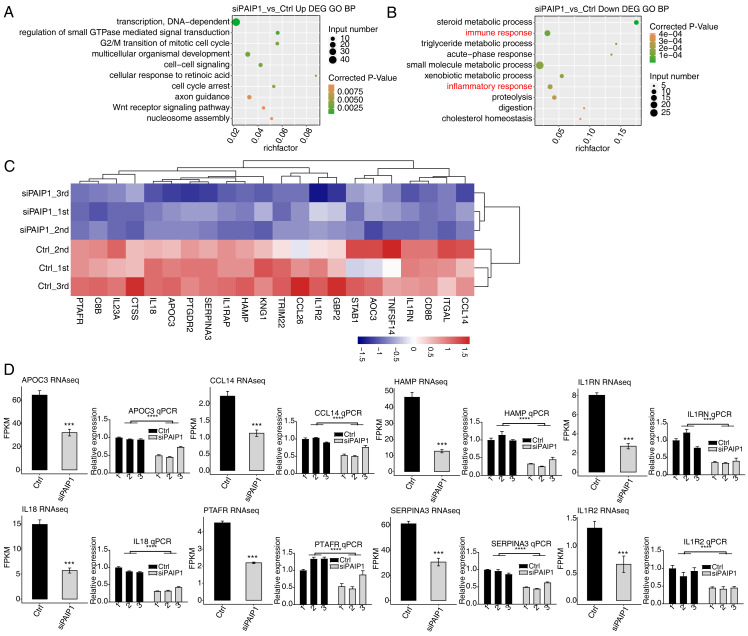
Functional analysis of DEGs after PAIP1 knockdown in HepG2 cells. (A) The top 10 GO biological processes terms of PAIP1-knockdown upregulated genes. (B) The top 10 GO biological processes terms of PAIP1-knockdown downregulated genes. (C) Heatmap and hierarchical cluster of DEGs between control and PAIP1 knockdown samples. FPKM values are log2-transformed and then median-centred by each gene. (D) Relative expression levels of ten PAIP1 negatively regulated DEGs by RNA-seq (FPKM) (left) and qPCR (right). For qPCR, GAPDH was used as the reference gene. Student’s *t* test was performed to compare PAIP1-knockdown and control cells with significance set at a *P* value of less than 0.05. ^∗∗∗^ *P* < 0.001.

To further reveal the roles of downregulated DEGs, GO analysis was performed to annotate those DEGs. The results revealed 124 downregulated genes annotated with 33 GO-P terms (Table S8). The top 10 GO-P terms include steroid metabolic process, immune response, triglyceride metabolic process, acute-phase response, small molecule metabolic process, xenobiotic metabolic process, inflammatory response, proteolysis, digestion, and cholesterol homeostasis (Fig. 5B). These results indicated that PAIP1 positively regulates the expression of many genes associated with immune response and inflammatory response.

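SULT2B1, which sulfates steroids, fell from 5.83 ± 0.778 to 0.692 ± 0.160 CPM (log2 fold change -3.06, SE 0.21, adjusted p = 0.00092, edgeR's quasi-likelihood test), and CYP19A1, which makes estrogens, from 13.4 ± 0.920 to 6.43 ± 0.449 (-1.06, SE 0.10, adjusted p = 0.0019). In Table S8, of which the copy used holds 32 of 33 terms and 123 of 124 genes, the leading steroid term lists 10 genes, and 7 were lower DEGs. Of 24 steroid-metabolism genes in a list written apart from the study, 8 fell and SRD5A1, named after its value was seen, rose (10 and 1 adjusted over the list alone). DESeq2 called 9 lower and 0 higher, and edgeR's exact test 10 lower and 0 higher. The median was -0.29 (camera adjusted p = 5.7e-10, adjusted p = 0.145 with an estimated correlation). HSD17B2 and AKR1C1 were among those that fell. The cytochromes P450 CYP4F3 (-0.95), CYP4F11 (-0.75), CYP4F12 (-0.59) and CYP3A5 (-0.95) fell. CYP3A5 without Ctrl replicate 3 had an adjusted p of 0.0576 in edgeR's quasi-likelihood test. In the list of 14 such enzymes 9 fell, 11 adjusted over the list alone. The median was -0.73 (camera adjusted p = 1.5e-10, adjusted p = 0.0646 with an estimated correlation). The cholesterol-synthesis enzyme MSMO1 fell from 161 ± 3.91 to 78.3 ± 11.3 (-1.04, SE 0.11, adjusted p = 0.0030, the same test). It missed the fold threshold without siPAIP1 replicate 3 (-0.93). With SQLE (-0.70) and the sterol carrier STARD4 (-0.65), 15 of 25 cholesterol genes fell and PMVK, named after its value was seen, rose (19 and 1 adjusted over the list alone). The median was -0.42 (camera adjusted p = 3.3e-12, adjusted p = 0.0824 with an estimated correlation). The lipoprotein receptor VLDLR fell by 1.11 (SE 0.11, adjusted p = 0.0026) and CREB3L3, a regulator of triglyceride genes, by 1.18 (SE 0.13, adjusted p = 0.0030) on the log2 scale in the same test. They and APOM (-0.84) belong to 22 apolipoprotein and assembly genes, of which 10 fell, 11 adjusted over the list alone. The median was -0.41 (camera adjusted p = 2.6e-09, adjusted p = 0.0646 with an estimated correlation). Of 19 bile-acid genes BAAT, the exporter SLC51B (-1.56, SE 0.14, adjusted p = 0.0018, the same test), CYP27A1 (-0.53) and the receptor NR1H4 (-0.82) fell, the same 4 adjusted over the list alone. The median was -0.22 (camera adjusted p = 2.6e-05, adjusted p = 0.158 with an estimated correlation). The fatty-acid genes SCD (-0.67), GPAM (-0.68), DGAT2 (-0.46) and ACSS2 (-0.39) fell, 4 of 20 in their list and 5 adjusted over the list alone. Over the list the median was -0.036 (camera adjusted p = 0.032, 0.344 with an estimated correlation, 0.0924 by fry). Without Ctrl replicate 2 or siPAIP1 replicate 1 or 2 that list had 0.0885, 0.0647 and 0.104. Of 20 fatty-acid oxidation genes BDH1 (-0.66) and PPARGC1A (-1.08) fell and ECI1 (0.36) and ACADVL (0.36) rose, 2 and 2 adjusted over the list alone. Their median was 0.015, the mean -0.055 (camera adjusted p = 0.53). Single libraries ended calls at an adjusted p under 0.05 (same test) for CYP27A1 without Ctrl 1 (0.0537) or Ctrl 3 (0.0595), NR1H4 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0726 to 0.0993), GPAM without Ctrl 1 (0.0594), DGAT2 without Ctrl 1 or 3, or siPAIP1 2 (0.0627 to 0.0769), ACSS2 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0623 to 0.0882), ECI1 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0653 to 0.0941), and ACADVL without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0696 to 0.184). Over the 10 leading terms, 48 of 60 tested genes in the copy of Table S8 were lower DEGs, among them 4 of 5 for triglycerides, 18 of 26 for small molecules, 6 of 8 for xenobiotics and 5 of 5 for cholesterol homeostasis. All siPAIP1 lay below all Ctrl libraries in 59 of the 60, as in 17.6% of all tested genes (chance 5%), and since the terms were drawn from the same libraries this is not independent evidence.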

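SERPINF2, the plasmin inhibitor that the liver secretes, fell from 290.0 ± 10.1 to 142 ± 11.2 CPM (log2 fold change -1.03, SE 0.081, adjusted p = 0.0013, edgeR's quasi-likelihood test). It missed the fold threshold without siPAIP1 replicate 2 (-0.98). With HAMP, IL1RN and SERPINA3 it belongs to 20 acute-phase genes, of which 11 fell (13 adjusted over the list alone). The median was -0.48 (camera adjusted p = 1.8e-15, adjusted p = 0.129 with an estimated correlation). The chemokine CX3CL1 fell from 72.3 ± 5.42 to 37.3 ± 4.10 (-0.95, SE 0.10, adjusted p = 0.0030, the same test) and CCL20, which attracts lymphocytes, from 21.5 ± 1.46 to 11.6 ± 1.37 (-0.88, SE 0.11, adjusted p = 0.0047). Of 11 genes listed as chemokines and receptors 7 fell (8 adjusted over the list alone). CCL14 was among them, as was PTAFR, a receptor for platelet-activating factor rather than for a chemokine. The median was -0.88 (camera adjusted p = 3.4e-09, adjusted p = 0.0646 with an estimated correlation). The complement genes VTN (-0.64), MASP2 (-0.53), C2 (-0.53) and C8B fell, with 7 of 25 in all (9 adjusted over the list alone). The median was -0.35 (camera adjusted p = 3.5e-06, adjusted p = 0.0646 with an estimated correlation). Interferon-stimulated genes went both ways: IRF1 fell from 19.4 ± 1.22 to 11.6 ± 0.504 (-0.75, SE 0.085, adjusted p = 0.0034, the same test) and TRIM22 fell, while SP110 and SP100 rose (0.70 and 0.45). Of 37 such genes 4 rose and 3 fell (5 and 3 adjusted over the list alone), PSMB8 and OAS3, the latter named after its value was seen, being the other higher and GBP2 the other lower ones. The median was 0.072 (camera adjusted p = 0.79). Of 19 NF-kB targets LTB (1.84) and PLAU (1.47) rose and IRF1, CCL20 and ICAM1, the last named after its value was seen, fell (2 and 4 adjusted over the list alone). Their median was 0.052 and mean 0.12 while camera pointed down (adjusted p = 0.64). In 17 genes of MHC class I presentation PSMB8 rose (0.38, SE 0.093, adjusted p = 0.041, the same test) and ERAP2, PSMB10 and CALR had -0.29, -0.43 and -0.15 (median -0.051, camera adjusted p = 0.58). Adjusted over the list alone 0 of these 17 passed in edgeR (1 higher and 2 lower at an unadjusted p under 0.05; 1 higher in DESeq2, 1 in the exact test). The adjusted p exceeded 0.05 in the same test for VTN without Ctrl 3 (0.0507), MASP2 without Ctrl 3 (0.0515), C2 without Ctrl 3 (0.0581) or siPAIP1 2 (0.0511), SP110 without Ctrl 1 (0.0621) or Ctrl 2 (0.0524), SP100 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0600 to 0.125), LTB without Ctrl 1 (0.0503), PLAU without Ctrl 3 (0.0615), and PSMB8 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0820 to 0.157). HepG2 is a liver tumor line, and of 9 lymphocyte markers CD8B and LCK (-1.17) fell, CD8A (0.64) rose and PRF1 had 0.50 (2 higher and 3 lower adjusted over the list alone). DESeq2 did not call CD8A, nor did edgeR with no filter on low counts. The median of the 9 markers was -0.68 (camera adjusted p = 0.045, 0.216 with an estimated correlation). Of 6 macrophage markers CD74 fell (-0.38), also adjusted over the list alone, and CD14, LYZ and AIF1 had -1.20, -0.27 and -0.72 (median -0.32, camera adjusted p = 0.049, 0.216 with an estimated correlation). Camera's adjusted p for lymphocyte markers was 0.0604 without Ctrl replicate 1, 0.0806 without siPAIP1 replicate 1 and 0.147 without siPAIP1 replicate 3. For macrophage markers it was 0.0830 without Ctrl replicate 1 and 0.0647 and 0.118 without siPAIP1 replicate 2 and 3. The adjusted p of edgeR's quasi-likelihood test exceeded 0.05 for CD8A without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0607 to 0.163), and CD74 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0651 to 0.122). It was under 0.05 without siPAIP1 replicate 3 for ERAP2 (0.0265), PRF1 (0.0305) and CD14 (0.0206). In the copy of Table S8, 14 of 15 genes of the immune response term, 9 of 11 of the inflammatory term and 5 of 5 of the acute-phase term were lower DEGs.

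**Figure D4:**
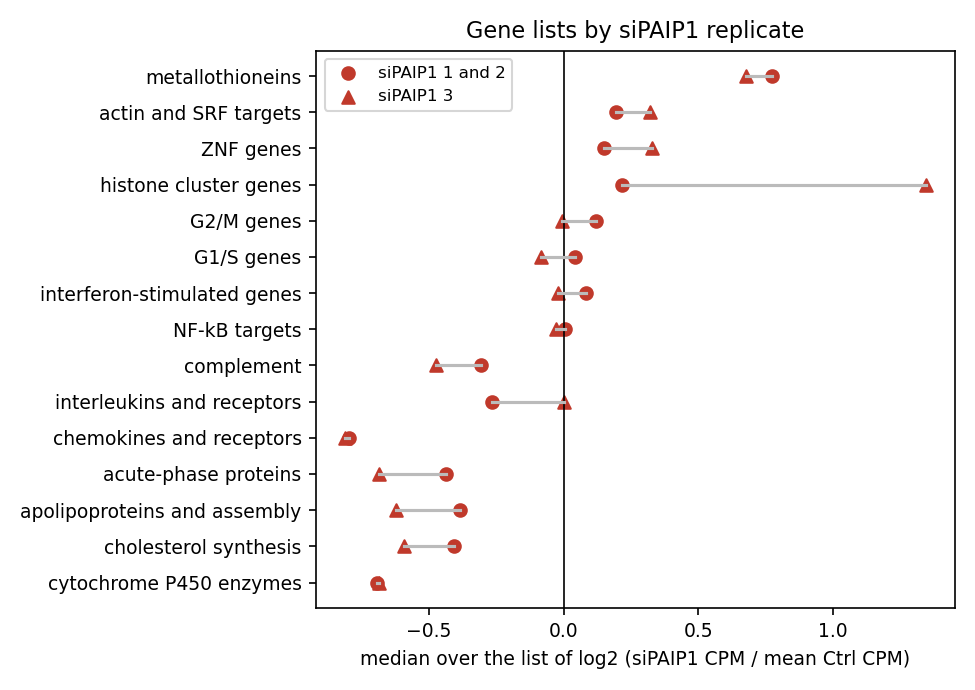
Median log2 ratio to Ctrl over each gene list in siPAIP1 replicates 1 and 2 (mean of 2 libraries) and in replicate 3 (1 library).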

To further explore the potential function of PAIP1-regulated genes, reactome pathway analysis was performed. The results showed that the upregulated DEGs were enriched in terms such as HDACs deacetylate histones, DNA methylation, and PRC2 methylates histones and DNA (Table S9). 

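HIST1H2BD, a replication-dependent histone gene on chromosome 6, rose from 1.17 ± 0.110 to 2.99 ± 1.39 CPM (log2 fold change 1.35, SE 0.33, adjusted p = 0.040, edgeR's quasi-likelihood test). Relative to Ctrl it stood at a log2 ratio of 0.86 over siPAIP1 replicates 1 and 2 and 1.89 in replicate 3. The same test gave an adjusted p over 0.05 for HIST1H2BD without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0665 to 0.154), and without siPAIP1 replicate 3 the gene missed the fold threshold (0.91). HIST1H2AG had 1.05 (SE 0.33, adjusted p = 0.087), HIST1H2BN 0.68 (SE 0.24, adjusted p = 0.11) and HIST1H2AC -0.58 (SE 0.15, adjusted p = 0.051) by the same test. HIST1H2AC passed without siPAIP1 replicate 3 (adjusted p = 0.0105). Counts of genes with near-identical copies are uncertain, as only uniquely mapped fragments are counted. Of 30 histone genes HIST1H2BD alone passed, and 0 passed adjusted over the list alone in edgeR (5 higher and 1 lower at an unadjusted p under 0.05; 2 higher and 1 lower in DESeq2 and in the exact test). Their median was 0.75, with 0.22 over siPAIP1 replicates 1 and 2 and 1.34 in replicate 3. Camera gave an adjusted p of 0.0056, 0.695 with an estimated correlation, 0.255 by fry and 0.210 without siPAIP1 replicate 3. Of 6 genes that Table S7 lists for nucleosome assembly 3 could be tested and 1, HIST1H2BD, was a higher DEG.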

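IL1RN, which encodes the antagonist of the interleukin-1 receptor, fell from 20.7 ± 1.39 to 6.81 ± 0.971 CPM (log2 fold change -1.60, SE 0.12, adjusted p = 0.0012, edgeR's quasi-likelihood test). IL18, an inflammatory cytokine on chromosome 11, fell from 19.4 ± 1.89 to 7.23 ± 0.750 (-1.42, SE 0.12, adjusted p = 0.0014, the same test), and IL1RAP, a subunit of the interleukin-1 receptor, from 10.2 ± 0.334 to 4.97 ± 0.284 (-1.04, SE 0.097, adjusted p = 0.0019). IL22RA1, a receptor for interleukin 22, fell from 39.8 ± 4.16 to 19.4 ± 0.830 (-1.04, SE 0.097, adjusted p = 0.0019, the same test). IL1RAP missed the fold threshold without siPAIP1 replicate 2 (-0.999) and IL22RA1 without Ctrl replicate 2 (-0.97). Of 34 interleukins and receptors 11 fell and 3 rose (13 and 3 adjusted over the list alone). Those that rose, CTF1 (1.21, SE 0.18, adjusted p = 0.0073), IL11 (1.24, SE 0.19, adjusted p = 0.0092) and IL17RD (1.40, SE 0.27, adjusted p = 0.019) in the same test, are named after their values were seen. The median was -0.11, at -0.27 over siPAIP1 replicates 1 and 2 and 0.00 in replicate 3 (camera adjusted p = 0.00021, adjusted p = 0.119 with an estimated correlation).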

The downregulated DEGs were enriched in many immune terms such as interleukin-10 signaling, signaling by interleukins, interleukin-18 signaling Table S10). These results also indicated that PAIP1 potentially regulated the expression of immune response and inflammatory response genes.

Therefore, we selected some genes related to immune response and inflammatory response in DEGs and did hierarchical clustering of standardized FPKM values in HepG2 cells. The results indicated that there was a significant separation between the PAIP1-knockdown sample and the control sample, and the three replicate data sets were highly consistent (Fig. 5C). 

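CD8B, a T-cell co-receptor chain, fell from 1.93 ± 0.112 to 0.391 ± 0.0230 CPM (log2 fold change -2.29, SE 0.20, adjusted p = 0.0017, edgeR's quasi-likelihood test). PTAFR, the receptor for platelet-activating factor on chromosome 1, fell from 23.7 ± 0.691 to 11.3 ± 0.949 (-1.07, SE 0.088, adjusted p = 0.0014, the same test), and PTGDR2, a prostaglandin receptor, from 4.84 ± 0.198 to 1.87 ± 0.457 (-1.37, SE 0.19, adjusted p = 0.0068). The integrin ITGAL fell from 2.24 ± 0.440 to 0.740 ± 0.132 (-1.60, SE 0.24, adjusted p = 0.0077, the same test), and the complement component C8B from 1.08 ± 0.0652 to 0.354 ± 0.0790 (-1.61, SE 0.25, adjusted p = 0.0098). KNG1, the precursor of kinins, and TRIM22, an interferon-induced gene, fell by 1.79 (SE 0.29, adjusted p = 0.010) and 1.27 (SE 0.21, adjusted p = 0.010) on the log2 scale in the same test. The cytokine IL23A had -1.40 (SE 0.25, adjusted p = 0.014), the protease CTSS -1.50 (SE 0.28, adjusted p = 0.017), TNFSF14 -1.28 (SE 0.32, adjusted p = 0.042), GBP2 -1.07 (SE 0.28, adjusted p = 0.047) and CCL26 -1.06 (SE 0.28, adjusted p = 0.048) in the same test, and all 5 fell past the threshold. STAB1 (-1.15, SE 0.31, adjusted p = 0.054), IL1R2 (-1.03, SE 0.28, adjusted p = 0.057) and AOC3 (-0.99, SE 0.29, adjusted p = 0.066) did not pass the same test. So 19 of the 22 genes were lower DEGs, and adjusted over the list alone 22 passed. In each of the 22 all siPAIP1 lay below all Ctrl libraries, as in 17.6% of all tested genes (chance 5%), with a median log2 fold change of -1.28. STAB1 and AOC3 passed without siPAIP1 replicate 3 (adjusted p = 0.00558 and 0.00671, same test), and IL1R2 had 0.0108 but missed the fold threshold (-0.78). GBP2 missed that threshold too without this library (-0.87). Leaving out 1 library took the adjusted p of the same test over 0.05 for C8B without Ctrl 1 (0.0530) or Ctrl 3 (0.0603), KNG1 without Ctrl 1 (0.0605) or Ctrl 3 (0.0578), TRIM22 without Ctrl 1 (0.0614) or Ctrl 3 (0.0608), IL23A without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0508 to 0.0724), CTSS without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0541 to 0.0809), TNFSF14 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0803 to 0.136), GBP2 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0877 to 0.177), and CCL26 without Ctrl 1 or 3, or siPAIP1 1 or 2 (0.100 to 0.174). The study picked these genes from the same libraries, so the tally is not independent evidence. TNFSF14 and STAB1 stay at or under an FPKM of 0.22 in every library. Of 21 planned settings besides the main one, 14 called CTSS, 12 IL23A, and 8 each TNFSF14, GBP2 and CCL26. DESeq2 did not call TNFSF14 or CCL26.

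**Figure D5:**
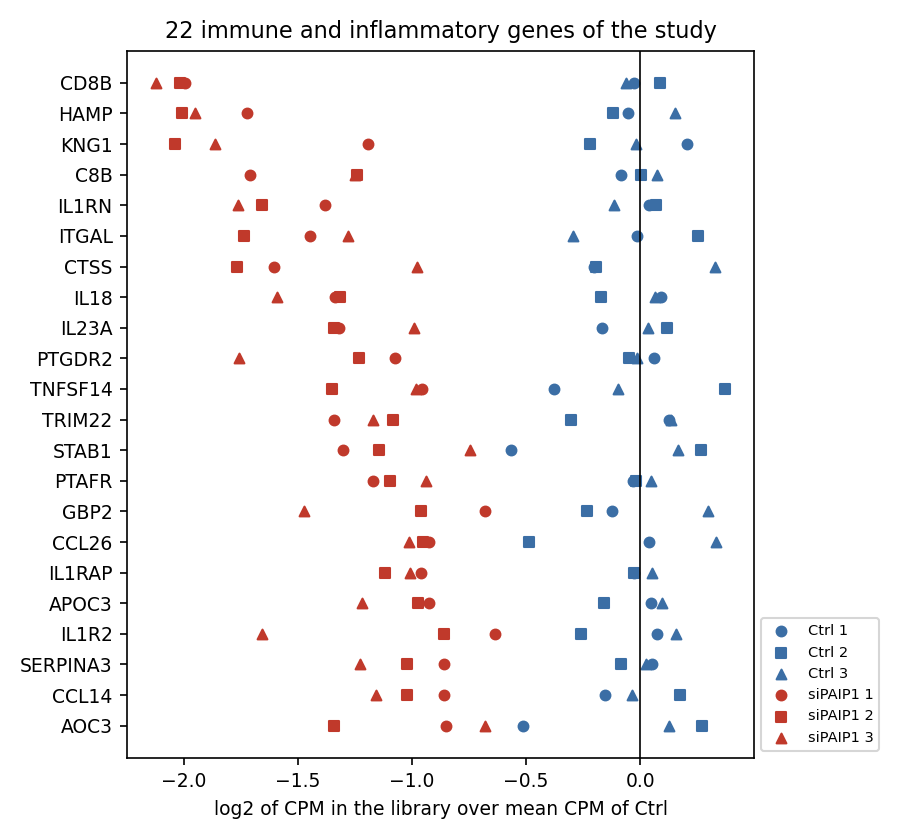
The 22 immune and inflammatory genes of the study: log2 of the CPM of each of the 6 libraries over the mean CPM of the 3 Ctrl libraries.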

To verify the effect of PAIP1-knockdown on the expression of these DEGs, qPCR was conducted to quantify the changes in mRNA levels of these genes after PAIP1 knockdown in HepG2 cells. Eight DEGs were selected for qPCR analysis, including APOC3, SERPINA3, HAMP, IL18, IL1RN, PTAFR, CCL14 and IL1R2. All selected DEGs with >1 in at least one sample. The results showed that all selected DEGs showed a significant decrease after PAIP1- knockdown in HepG2 cells, which was in agreement with the RNA-seq analysis (Fig. 5E). These results indicated that PAIP1 positively regulates the expression of immune and inflammatory genes in HepG2 cells.

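HAMP, which encodes the iron hormone hepcidin, fell from 41.0 ± 4.14 to 11.0 ± 1.19 CPM (log2 fold change -1.90, SE 0.11, adjusted p = 0.00085, edgeR's quasi-likelihood test). APOC3, an inhibitor of triglyceride clearance, fell from 45.0 ± 4.10 to 21.9 ± 2.33 (-1.04, SE 0.11, adjusted p = 0.0029, the same test). The protease inhibitor SERPINA3, listed under more than 1 identifier, fell from 108 ± 5.29 to 52.8 ± 6.72 (-1.03, SE 0.10, adjusted p = 0.0025, the same test), and the chemokine CCL14 from 8.12 ± 0.964 to 3.99 ± 0.425 (-1.02, SE 0.14, adjusted p = 0.0057). CPM of IL1R2, a decoy receptor for interleukin 1, went from 2.73 ± 0.414 to 1.32 ± 0.476 without passing the same test (adjusted p = 0.0572). With IL1RN, IL18 and PTAFR, 7 of the 8 genes were lower DEGs, and 8 passed adjusted over the list alone. Without siPAIP1 replicate 3 there were 4, as SERPINA3 (-0.94), APOC3 (-0.95) and CCL14 (-0.96) then missed the fold threshold, as did IL1R2 (-0.78, adjusted p = 0.0108). APOC3 also missed it without Ctrl replicate 3 (-0.99) and CCL14 without Ctrl replicate 2 (-0.93). These genes too were chosen by the study from the same libraries and are not independent evidence. In the held part of the paper's qPCR table the ratios of siPAIP1 to control, over GAPDH, were 0.333 (HAMP), 0.582 (APOC3), 0.493 (IL1R2) and 0.373 (IL1RN), the paper's values. The paper reasons from lower immune and inflammatory genes after PAIP1 loss, found by sequencing and by qPCR of the same RNA. It concludes that PAIP1 positively regulates them in HepG2 cells.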

### PAIP1 showed a positive or negative correlation with immune and inflammatory genes in liver cancer tissues

Then, we analyzed the correlation between expression of PAIP1 and eight immune and inflammatory response genes in liver cancer tissues from the TCGA. The results showed that the expression of PAIP1 had a significant negative correlation (*P* <  0.05) with that of APOC3, CCL14, IL1RN, SERPINA3, and HAMP in liver cancer tissues (Fig. 6A). There were significantly positive correlation (*P* < 0.05) between PAIP1 expression and PTAFR and IL1R2 (Fig. 6A). Thus, PAIP1 would positively regulated PTAFR and IL1R2 in both HepG2 cells and liver cancer tissues (Figs. 5E and 6A). In addition, we analyzed the relationship between the expression of these PAIP1 regulated genes with the prognosis of patients with liver cancer. Compared to patients with low expression of APOC3 and CCL14, patients with high expression had better overall survival (Fig. 6B). Therefore, these results indicated that PAIP1 potentially regulated immune and inflammatory genes in liver cancer tissue.

**Figure 6:**
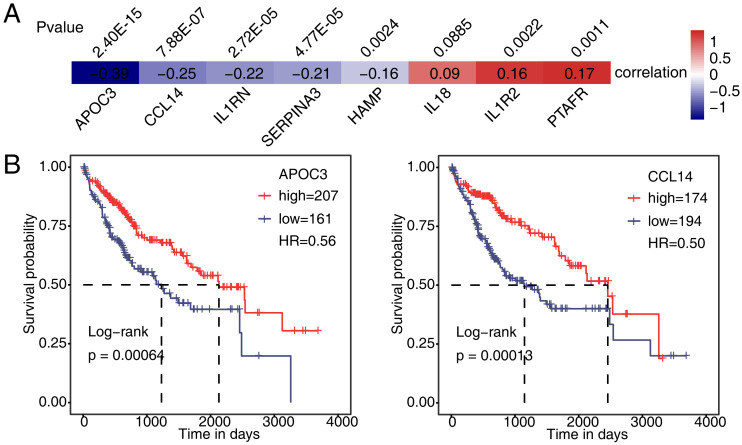
Validation of PAIP1-regulated genes in liver cancer sample of TCGA. (A) Seven DEGs showed a positive or negative correlation with PAIP1 in clinical samples of liver cancer. (B) Patients with high expression of APOC3 and CCL14 had a higher survival rate compared to patient with low expression.

## Discussion

PAIP1 is a RNA binding protein, by which PAIP1 participates in regulation of translation (Craig et al., 1998; Ivanov et al., 2019; Martineau et al., 2008; Martineau et al., 2014) and mRNA decay (Grosset et al., 2000). PAIP1 are highly expressed in many types of cancer (Bi et al., 2021; Guan et al., 2019; Li et al., 2019; Piao et al., 2018; Wang et al., 2019b; Wang et al., 2019c; Xie et al., 2020), inducing liver cancer (Kim et al., 2020). However, the genome-widely regulated targets and mechanism of PAIP1 in liver cancer is still unclear. Here, our study showed that PAIP1-knockdown inhibited cell viability, and broadly regulated expression of many transcription factors and immune and inflammatory genes at the transcript level in HepG2 cells. The results indicated that PAIP1 would be a regulator factor of transcription, which affect the expression of immune and inflammatory genes in liver cancer. Therefore, this study provides important cues for further study on the regulatory mechanism of PAIP1 in liver cancer.

In recent years several studies show that PAIP1 are highly expressed in different type of cancer and are potential prognostic biomarker (Li et al., 2019; Piao et al., 2018; Wang et al., 2019b; Wang et al., 2019c). In fact, a previous study reports that PAIP1 is also highly expressed in cancer issues of hepatocellular carcinoma, and is a potential prognostic marker of patients (Kim et al., 2020). In this study, the gene expression profiles and clinical information of liver hepatocellular carcinoma samples from TCGA were downloaded to analyze the expression of PAIP1 in all the tumor and normal liver tissues. The results demonstrated that PAIP1 had a higher expression in tumor than normal liver tissue, and patients with high PAIP1 expression in tumor had a poor overall survival rate. Therefore, two independent set of data suggest that PAIP1 is a prognostic marker of hepatocellular carcinoma. However, previous published study does not reveal how PAIP1 functions in hepatocellular carcinoma. Thus, it will be desirable to explore how PAIP1 functions in liver cancer.

Previous studies reported that PAIP1 knockdown inhibit the cell viability in a variety of cancer cell lines (Bi et al., 2021; Guan et al., 2019; Li et al., 2019; Piao et al., 2018; Wang et al., 2019b; Wang et al., 2019c; Xie et al., 2020). Our study showed that PAIP1 knockdown can inhibit cell viability of liver cancer, which is consistent with previous studies. Recently, several studies report that PAIP1 could regulated expression of AKT/GSK-3 *β* signaling pathway genes in lung cancer, Ki67, Pcna, Bax/Bcl2 and caspase-3 in tongue squamous cell carcinoma, and PLK1 in gallbladder cancer, respectively (Bi et al., 2021; Wang et al., 2019c; Xie et al., 2020). In this study, PAIP1 was knocked down in HepG2 cells and genome-wide regulated targets of PAIP1 were identified by RNA-seq. Differential expressed genes showed that PAIP1 knockdown promoted expression of 633 genes and inhibited expression of 260 genes in HepG2 cells. This result indicated that PAIP1 broadly regulated the gene expression at transcript level in HepG2 cells. As we known, our study firstly identified the genome-widely regulated targets of PAIP1 in liver cancer, which is different from previous study of PAIP1 in hepatocellular carcinoma (Kim et al., 2020). It is notable that PAIP1 knockdown decreased the expression of many immune and inflammatory factors in HepG2 cells. In fact, inflammation and immune response play important roles in development and progression of hepatocellular carcinoma, and revealing the molecular mechanism of immune and inflammation is of great significance in the immunotherapy of liver cancer (Keenan, Fong & Kelley, 2019; Llovet et al., 2021a; Yu, Ling & Wang, 2018). This results indicated that that PAIP1 may play a role as immune regulator in liver cancer. In addition, a recently study reported that aberrant hyperexpression of the RNA binding protein FMRP mediates immune evasion of tumor cell (Zeng et al., 2022). We speculated that PAIP1 may play a role as immune regulator and promote the immune evasion of liver cancer cell, which partially interpreted that high PAIP1expression had shorter overall survival. Thus, exploring the molecular mechanisms that PAIP1 regulate the immune and inflammatory factors will be meaningful to immunotherapy of liver cancer in future work.

Based on the results of RNA-seq and qPCR of our study HepG2 cells, PAIP1 positively regulates the expression of all eight selected immune and inflammatory factors. However, only two genes (PTAFR and IL1R2) were significantly positively correlated with PAIP1 expression in liver tumor samples from TCGA, which is same to regulation direction of PAIP1 on these genes in HepG2 cells. We speculated that tumor tissues were highly cellular heterogeneous, and a gene may had different expression level in tumor cell from tumor microenvironment (TME) cells. In fact, single-cell RNA sequencing of liver tumor tissue has reveal the heterogeneity of malignant cells and immune cells in hepatocellular carcinoma (Ma et al., 2019; Yang et al., 2020; Yang & Heimbach, 2020; Zhang et al., 2019). At least, our study showed that PAIP1 could potential positively regulate the expression of PTAFR and IL1R2 both in HepG2 cells and liver tumor tissues. PTAFR is high expressed in cervical cancer samples when compared with normal cervical tissue, which protect tumor cells from radiation-induced cell death (da Silva-Junior et al., 2018). Increased levels of IL1R2 are involved in the initiation and progression of human gastric cancer, and IL1R2 might be an immunotherapeutic target (Yuan et al., 2021). It could be speculated that both PTAFR and IL1R2 would play important roles in liver cancer. Thus, more work could be conducted to explore the roles of PTAFR and IL1R2 in liver cancer.

## Conclusions

In conclusion, this study demonstrated that PAIP1 was high expressed in liver cancer tissue, and PAIP1 knockdown inhibit cell viability and extensively regulate the expression of a number of genes in HepG2 cells. This result indicated that PAIP1 was not only a translation regulator, but also a transcription regulator in liver cancer. In particular, we first revealed that PAIP1 promote expression of many genes associated with immune and inflammatory response in HepG2 cells. Thus, PAIP1 may play a role as immune regulator in liver cancer. Our study provides important cues for further study on the regulatory mechanism of PAIP1 in liver cancer.

##  Supplemental Information

10.7717/peerj.15070/supp-1 Supplemental Information 1 Information of siRNA used in this study Click here for additional data file.

10.7717/peerj.15070/supp-2 Supplemental Information 2 Primers that were used for qPCR Click here for additional data file.

10.7717/peerj.15070/supp-3 Supplemental Information 3 Summary of sample names, description, the RNA-seq sequencing information and mapping results in each sample Click here for additional data file.

10.7717/peerj.15070/supp-4 Supplemental Information 4 Gene expression level (FPKM) Click here for additional data file.

10.7717/peerj.15070/supp-5 Supplemental Information 5 Human genes detected by different FPKM cut off Click here for additional data file.

10.7717/peerj.15070/supp-6 Supplemental Information 6 Differential expression of genes between siPAIP1 and control Click here for additional data file.

10.7717/peerj.15070/supp-7 Supplemental Information 7 GO biology process terms of PAIP1-knockdown upregulated genes Click here for additional data file.

10.7717/peerj.15070/supp-8 Supplemental Information 8 GO biology process terms of PAIP1-knockdown downregulated genes Click here for additional data file.

10.7717/peerj.15070/supp-9 Supplemental Information 9 Reactome pathways of PAIP1-knockdown upregulated genes Click here for additional data file.

10.7717/peerj.15070/supp-10 Supplemental Information 10 Reactome pathways of PAIP1-knockdown downregulated genes Click here for additional data file.

10.7717/peerj.15070/supp-11 Supplemental Information 11 Raw data for qPCR validation Click here for additional data file.

10.7717/peerj.15070/supp-12 Supplemental Information 12 Raw data for Western Blotting Click here for additional data file.

# Supplementary material for: PAIP1 regulates expression of immune and inflammatory response associated genes at transcript level in liver cancer cell
**Source:** PeerJ. 2023 Apr 21;11:e15070. doi: 10.7717/peerj.15070
**Supplement:** Supplemental Information 12

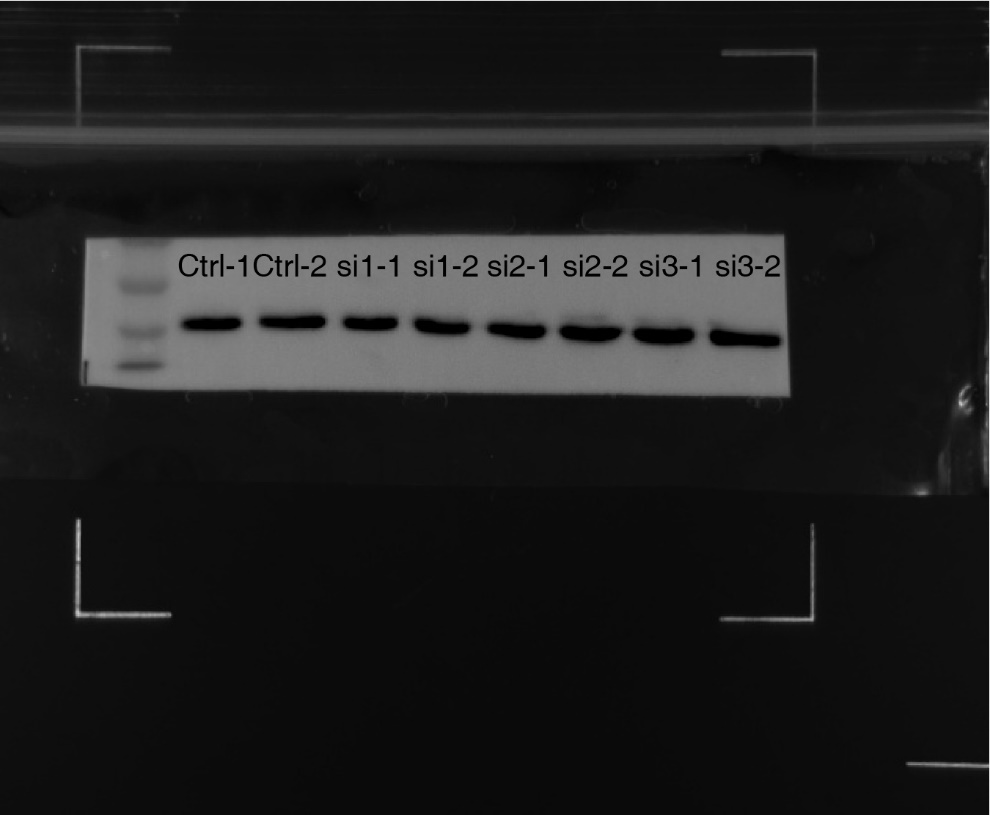

Photograph of GAPDH band in HepG2.

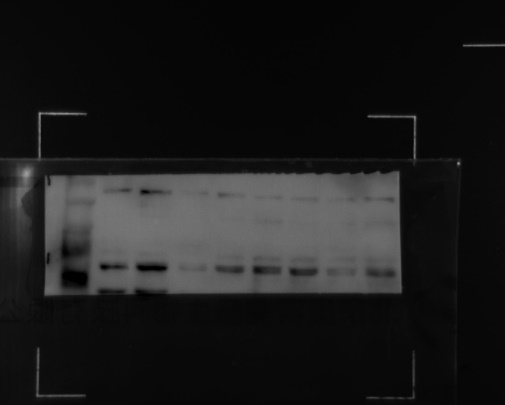

Photograph of PAIP1 band in HepG2.

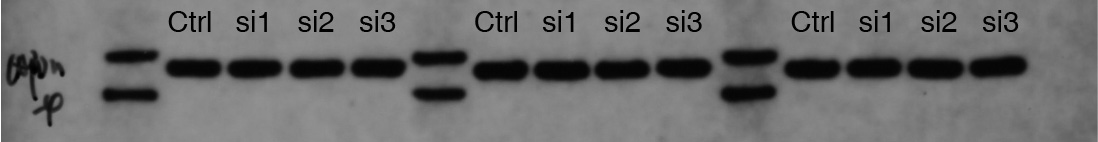

Photograph of GAPDH band in Huh7.

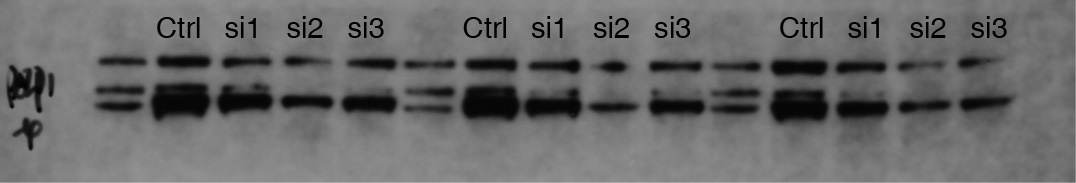

Photograph of PAIP1 band in Huh7.

How the deposited data were processed for this re-analysis (not part of the article)

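The values here come from the authors' deposited files for 6 HepG2 libraries, 3 transfected with siRNA3 against PAIP1 (siPAIP1) and 3 with control siRNA (Ctrl), harvested 48 h after transfection. The count values are raw numbers of uniquely mapped paired-end fragments per gene, made by the authors after adaptor and quality trimming (bcl2fastq, FASTX-Toolkit 0.0.13) and alignment to GRCh38 with TopHat2 at up to 4 mismatches, and deposited without normalization. The FPKM values were computed by the authors from those alignments, per kilobase of exon and per mapped fragments of the library, and deposited with 2 decimals; the number they divided by is not the sum of the count table in every library. The tool that counted fragments, its use of strand, the annotation release and the versions of TopHat2, bcl2fastq and edgeR are not given in the sources used here.

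Counts of 30987 genes were read into R 4.3.3. Library sizes were scaled by TMM in edgeR 4.0.16, and filterByExpr with its default settings kept 15528 genes. The groups were compared with glmQLFit and glmQLFTest (group the only term), with Benjamini-Hochberg adjustment over those genes. Standard errors of log2 fold changes were taken from the fitted change and its F statistic. DEGs have an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, as in the paper, which names edgeR but not which of its tests. The other tools were limma 3.58.1, DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Single values of 3 against 3 libraries were compared by exact permutation, whose smallest p is 0.1. Principal components used log2(FPKM + 1) of the genes with an FPKM above 0 in at least 1 library and not the same in all 6, scaled per gene.

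The 57 gene lists covered immune and inflammatory genes, liver metabolism, transcription factors, the cell cycle, histones, signaling targets, RNA classes, translation and markers of other cell types. Of these, 5 were chosen by the study or named in its text and were only tallied. Another, markers of fibroblasts, had fewer than 5 tested members and no test, and 51 were tested by limma's camera with a preset correlation of 0.01, camera with an estimated correlation, and fry. Named genes are those the paper names and its 22 immune and inflammatory genes; among DEGs with a mean log2 CPM of at least 2 and no overlap between the groups, the 10 protein-coding genes with the largest rise, the 10 with the largest fall and up to 6 genes of other types, of which 5 met the rule; up to 4 tested members with the lowest adjusted p of each list; and GAPDH. The values of Tables S4 and S6 had been seen when the lists and this rule were written. Any other gene is said to be named after its values were seen. Some genes that meet the rule are left out of the text and figures.

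In a self-test on simulated counts with the same design, 18.5%, 83.0% and 97.5% of 200 genes changed by 1.5-fold, 2-fold and 4-fold were recovered. Another 6, 11 and 20 genes were called, and 0 of 51 lists other than the 1 changed on purpose. Recovery was counted by adjusted p, without the fold threshold, so it is not the recovery of DEGs. Splits of the real libraries other than into siPAIP1 and Ctrl gave 7 to 32 lists. The simulation thus does not show how often camera calls lists falsely in these libraries. The alternatives set before the data were seen changed 1 setting at a time, with exceptions. The block with a trend removed and the other methods (DESeq2, limma-trend, glmTreat) changed several choices together. These alternatives were RLE and upper-quartile factors, protein-coding library sizes, filters on low counts, DESeq2, edgeR's exact test, limma-trend on FPKM, thresholds, glmTreat, the share of multiply mapped reads as a covariate, a replicate block with and without a gene-length trend removed, and leaving out each library. Chosen after the data were seen were edgeR's exact test with a single dispersion and no filter, found among 6 settings tried in search of the paper's numbers, the same without siPAIP1 replicate 3, leaving out both libraries with the most multiply mapped reads, and removing trends with gene length and GC content. The siRNA target and seed words were searched in GENCODE release 44 on GRCh38. Not analysed here were the paper's Western blots, viability assay, Huh7 cells and tissue data. The copies of Tables S4, S6, S8 and S11 used here are incomplete (892 genes of Table S6, 1 fewer than the paper's total, 32 of 33 terms of Table S8, 9 of 18 genes of the qPCR table), so no overlap or enrichment was tested on them.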

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

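Of the tests below, those of RNA without poly(A) tails, of the joint trend with gene length and GC content, and of qPCR in the same RNA were chosen only after the result was seen. Metallothioneins, which bind zinc and copper, stood out as a signal in genes that the paper does not discuss apart from MT1F. Of 7 tested, 5 rose and 7 passed adjusted over the list alone (median 0.74, camera adjusted p = 4.9e-11, adjusted p = 0.0646 with an estimated correlation). MT1E rose by 0.74 (SE 0.075, adjusted p = 0.0025), MT1G by 0.73 (SE 0.081, adjusted p = 0.0032) and MT2A by 0.72 (SE 0.080, adjusted p = 0.0032) in edgeR's quasi-likelihood test, each higher in 3 of 3 siPAIP1 libraries than in any Ctrl library; MT1A, also higher, is named after its value was seen. Counts of near-identical family members are uncertain, as only uniquely mapped fragments are counted.

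EGR1, an immediate early transcription factor outside the genes that the paper discusses, rose by 1.62 on the log2 scale (SE 0.20, adjusted p = 0.0046 in the same test) and was higher in 3 of 3 siPAIP1 libraries than in any Ctrl library. No cause was tested.

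Small RNAs without poly(A) tails, which the paper does not discuss either, held 0.0318% of the counts in siPAIP1 replicate 3 against at most 0.0033% in a Ctrl library (exact permutation p = 0.2 between the groups). They held 0.0076% in siPAIP1 replicate 2, and 0.0023% in siPAIP1 replicate 1, within the Ctrl range (0.0019% to 0.0033%). RPPH1 had 2.44 (SE 0.71, adjusted p = 0.069), RN7SL1 2.89 (SE 0.95, adjusted p = 0.094), RN7SK 2.51 (SE 0.83, adjusted p = 0.095) and RMRP 2.23 (SE 0.77, adjusted p = 0.11) in the same test. All 4 passed without siPAIP1 replicate 3, at lower values (RPPH1 1.61, adjusted p = 0.00987; RN7SL1 1.06, 0.0221; RN7SK 1.2005, 0.0275; RMRP 1.13, 0.0461), and without siPAIP1 replicate 1, at higher values (RPPH1 2.92, adjusted p = 0.00890; RN7SL1 3.41, 0.0255; RN7SK 3.02, 0.0165; RMRP 2.72, 0.0206). Of 6 such genes edgeR called 0, 5 adjusted over the list alone, and 5 at an unadjusted p under 0.05; DESeq2 called 1 and the exact test 5. Their median was 2.48, 1.08 over siPAIP1 replicates 1 and 2 and 3.46 in replicate 3 (camera adjusted p = 0.032, 0.620 with an estimated correlation). That p was 0.0896, 0.0520 and 0.114 without Ctrl replicate 1, 2 and 3, and 0.217 and 0.265 without siPAIP1 replicate 2 and 3.

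Beyond those genes, siPAIP1 replicate 3 lies apart from the other libraries. RNA without poly(A) tails stays open as a candidate source for part of this: 30 histone cluster genes, most of whose mRNAs lack such tails, have a median log2 ratio of 1.00 to replicates 1 and 2, and the small RNAs, whose excess had prompted the test, 2.62. But 50 small nucleolar and Cajal body RNAs, which lack tails too, have 0.11, and 10 nuclear long non-coding RNAs 0.27. A smooth trend with gene length explains 19.9% of the variance of that ratio across genes and one with GC content 15.6%, too little alone to account for it and too much to set aside, and a joint trend explains 55.1%. In the paper's qPCR of the same RNA, replicate 3 lay 1.38-fold (COL9A2) and 1.84-fold (MICAL1) above replicates 1 and 2 relative to the other genes measured, and 1.68-fold and 2.23-fold relative to GAPDH alone. Their sequencing folds were 1.45 and 1.84 without division by the other genes, so they do not compare directly with 1.38 and 1.84. Relative to GAPDH they were 1.70 and 2.16, similar to qPCR relative to GAPDH for these 2 genes. HAMP and APOC3 were also raised in qPCR, 1.26-fold and 1.27-fold relative to the other genes and 1.53-fold and 1.54-fold relative to GAPDH. In sequencing they had 0.938 and 0.829 without division by other genes, or 1.102 and 0.973 relative to GAPDH. In qPCR COL9A2 lay little above them, so its match with sequencing says little. Relative to GAPDH, DKK1, MYCN and IL1RN had 1.216, 1.196 and 1.138 in qPCR and 0.913, 1.05 and 0.985 in sequencing. CCND1 had 1.40-fold in sequencing without such division and 1.05-fold in qPCR relative to the other genes, and IL1R2 0.50-fold and 0.85-fold. Relative to GAPDH, CCND1 had 1.64 in sequencing and 1.28 in qPCR, and IL1R2 0.588 and 1.04. For the library as a whole, a change made in preparation or sequencing cannot be told apart from one already in the RNA, since qPCR covers few genes and COL9A2 and MICAL1 were picked for being raised in that library. The labels give no condition that differs among the siPAIP1 replicates, so no biological explanation was tested.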

How the results depend on the processing

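Single-dispersion settings, removed trends and the joint removal of both libraries with the most multiply mapped reads were chosen only after the results were seen. PAIP1 fell in all settings, from -2.09 to -1.77. With RLE or upper-quartile factors, protein-coding library sizes, a filter at a CPM of 1, DESeq2, edgeR's exact test or the multiply mapped share as covariate, DEGs stayed between 124 and 239 higher and 128 and 240 lower, against 173 and 171. They numbered 324 higher with no filter, 115 higher with limma-trend on log2(FPKM + 0.1), and 20 higher and 30 lower on log2(FPKM + 1). They were 882 and 963 with no fold threshold, 60 and 91 at an adjusted p under 0.01, and 32 and 58 with glmTreat, by construction of those thresholds. A replicate block gave 98 higher and 130 lower DEGs, and with the gene-length trend removed 144 and 177. Whether the numbers pair the libraries could not be told. Residual correlations of same-numbered libraries were 0.26, -0.28 and -0.15, below the 0.39 of Ctrl replicate 2 with siPAIP1 replicate 3. Of the siPAIP1 libraries only replicate 1 correlated most with its same-numbered Ctrl library. A weaker shared effect could be hidden, since siPAIP1 replicate 3 lies apart. Leaving out 1 library gave 55 to 196 higher and 88 to 235 lower DEGs, with fewer samples in each test. Without both libraries with the most multiply mapped reads there were 231 and 232, and with trends in gene length and GC content removed 176 and 218. A single dispersion with no filter gave 633 higher and 260 lower, and leaving siPAIP1 replicate 3 out as well 304 and 326. Of the 22 immune genes, 19 in the main analysis, 3 were DEGs on log2(FPKM + 1), 12 at an adjusted p under 0.01, 6 with glmTreat, and 10 to 17 with 1 library left out. Of the 8 qPCR immune genes, 7 in the main analysis, there were 3 on log2(FPKM + 1), 4 with glmTreat, 4 with the multiply mapped share as covariate and 4 to 7 with 1 library left out; of the 10 qPCR genes, 6 to 10 passed in all settings. GO term members, 38 higher and 48 lower, numbered 70 higher with no filter and 98 higher under a single dispersion. They were 4 and 12 on log2(FPKM + 1), 18 and 29 at an adjusted p under 0.01, 8 and 14 with glmTreat, and 13 to 43 and 26 to 45 with 1 library left out. Of 51 lists, camera with an estimated correlation called 0 higher and 0 lower, and fry 4 higher and 20 lower; the other settings called 5 to 8 higher and 21 to 24 lower. Some lists changed sides by camera's adjusted p. G2/M genes rose with no filter (0.0359), limma-trend (0.0268 and 0.0258), the covariate (0.000683), without both libraries with most multiply mapped reads (0.000584) and with trends removed (0.00437). YAP targets fell with the covariate (0.00445), without both libraries (0.00313) and with trends removed (0.0152). HOX genes rose with no filter (0.0481) and a single dispersion (0.0145). Translation initiation genes fell with no filter, DESeq2, either replicate block and a single dispersion (0.00934 to 0.0480). Nuclear long non-coding RNAs fell with the covariate (0.0448) and rose under a single dispersion (0.000910). Lymphocyte markers no longer passed with RLE factors, a filter at a CPM of 1, DESeq2, limma-trend on log2(FPKM + 1), the covariate, the block with the trend removed, without both libraries or with trends removed (0.0508 to 0.263). Macrophage markers no longer passed with RLE or upper-quartile factors, no filter, DESeq2, the exact test, the covariate, the block with the trend removed, a single dispersion, without both libraries or with trends removed (0.0527 to 0.128). The same held for small RNAs without poly(A) tails with no filter (0.671), limma-trend on log2(FPKM + 1) (0.0557), a single dispersion (0.427) and without both libraries (0.0569). Histone genes missed with a filter at a CPM of 1 (0.0543), the covariate (0.124) and without both libraries (0.487). Small GTPase regulators missed with the covariate (0.310), without both libraries (0.163) and with trends removed (0.159). Mitochondrial genes missed with the covariate (0.0525), without both libraries (0.487) and with trends removed (0.182). Fatty-acid genes missed with limma-trend on log2(FPKM + 1) (0.0545) and a single dispersion (0.0742). MALAT1, 2.11 and not past the threshold in the main analysis, turned to -0.26 with the multiply mapped share as covariate and passed there, the only named gene called in a direction opposite to its main value. Genes with an FPKM above 0 numbered 18751 when all 6 libraries had to pass, by construction. Normalization alternatives shifted the median log2 fold change of all genes from 0.034 to between 0.019 and 0.037. Apart from thresholds, filters on samples and detection rules, the cause was not tested. At this depth the self-test recovered 83.0% of genes changed 2-fold and 18.5% of those changed 1.5-fold. These shares were counted by adjusted p, without the fold threshold, so they do not give the recovery of DEGs.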

Differences from the paper's values

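The single-dispersion setting named here was chosen only after the values were seen. The paper gives 633 DEGs higher in siPAIP1 and the main analysis 173, at the paper's stated thresholds. Of the alternatives set before the data were examined, the one without a fold threshold, which is not the paper's, gives 882 and lies within 1.5 times the paper's number. All others (20 to 324) differ: the normalizations, filters, DESeq2, the exact test, limma-trend, the stricter thresholds, the covariate, the replicate blocks and each library left out. The paper gives 260 DEGs lower and the main analysis 171. The values no longer differ by over 1.5 times with RLE factors (180), no filter (194), the exact test (198), the multiply mapped share as covariate (240), without siPAIP1 replicate 3 (235) or with a replicate block and the gene-length trend removed (177). They still differ with upper-quartile factors (170), protein-coding library sizes (169), a filter at a CPM of 1 (128), DESeq2 (153), limma-trend (119 and 30), no fold threshold (963), an adjusted p under 0.01 (91), glmTreat (58), a replicate block (130) and without any other single library (88 to 156). edgeR's exact test with a single dispersion and no filter, a setting chosen after seeing the values, gives 633 higher and 260 lower and drops 0 of the 892 genes in the copy of Table S6. It was found by trying 6 edgeR settings with no filter in search of the paper's numbers. The other 5 do not give them: the exact test with gene-wise dispersions (193 and 176, or 230 and 190 by the older estimate), without TMM (756 and 213 with a single dispersion, 287 and 141 gene-wise), and a likelihood ratio test with a single dispersion (735 and 310). It shares 164 and 170 genes with the 173 and 171 of the main analysis. Log2 fold changes agree in sign: over the 54 named genes found in the copy of Table S6 all signs are the same.

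The paper calls DKK1, IL1R2, STAB1 and AOC3 lower. All 4 have lower means here, but DKK1 (-0.99) misses the fold threshold and the others the adjusted p, AOC3 (-0.99) the fold threshold as well (adjusted p of IL1R2 0.057, STAB1 0.054, AOC3 0.066, edgeR's quasi-likelihood test). DKK1 passes with RLE factors, no filter, DESeq2, no fold threshold, either replicate block, and without Ctrl replicate 2 or siPAIP1 replicate 1 or 2. IL1R2 passes with no filter, a filter at a CPM of 1, DESeq2 and the exact test. STAB1 passes with RLE or upper-quartile factors, no filter, DESeq2, the exact test, the covariate, the block with the gene-length trend removed, and without siPAIP1 replicate 3. AOC3 passes with no filter, DESeq2, the covariate and without siPAIP1 replicate 3. Among settings chosen after seeing the values, the single dispersion calls all 4, and removing trends with gene length and GC content calls all but DKK1. Of the paper's other named DEGs, 9 of its 10 and 7 of its 8 qPCR genes and 19 of its 22 immune genes pass here. The paper states that many transcription factors and cell cycle genes rose after PAIP1 loss, and nucleosome assembly is among its leading terms. Of its listed genes that could be tested, 14 of 31 for transcription, 4 of 8 for the G2/M transition, 4 of 5 for cell cycle arrest and 1 of 3 for nucleosome assembly pass here.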

Other observations

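Chosen only after the results were seen were the single-dispersion setting and the added seed comparisons (7-base sites counted among the lower DEGs, 6-base and 7-base sites among the 22 immune genes, 8-base sites, the shifted word). The other tests were set beforehand. PTGR1, a prostaglandin reductase, fell by 1.52 (SE 0.13, adjusted p = 0.0016) and TXNRD1, which reduces thioredoxin, by 0.73 (SE 0.095, adjusted p = 0.0053) on the log2 scale in edgeR's quasi-likelihood test. With AKR1C1 and the heme-degrading HMOX1 (-0.96, SE 0.089, adjusted p = 0.0018) they belong to 23 NRF2 targets, of which 13 fell (20 adjusted over the list alone; median -0.45, camera adjusted p = 1.1e-17, adjusted p = 0.119 with an estimated correlation). The iron exporter SLC40A1 fell from 257 ± 15.1 to 118 ± 12.5 CPM (-1.12, SE 0.098, adjusted p = 0.0017, the same test) and the importer SLC39A14 by 0.59 (SE 0.074, adjusted p = 0.0048). With HAMP and HMOX1, 10 of 21 iron genes fell (11 adjusted over the list alone; median -0.39, camera adjusted p = 1.1e-13, adjusted p = 0.109 with an estimated correlation). Of 16 insulin and FOXO targets IGFBP1, C10orf10 and PPARGC1A fell and PCK2 rose (0.51); SESN1 and G6PC, the latter named after its value was seen, were also lower (6 lower and 1 higher adjusted over the list alone; median -0.40, camera adjusted p = 9.1e-08, adjusted p = 0.0646 with an estimated correlation). Of 21 coagulation genes 7 fell, among them SERPINF2, KNG1, PROZ (-1.17) and F10 (-0.43) (9 adjusted over the list alone; median -0.29, camera adjusted p = 2.6e-07, adjusted p = 0.216 with an estimated correlation). Of 30 hepatocyte genes 12 fell, among them CEBPA (-0.63), ASGR2 (-0.48), GPC3 (-0.47) and TF (-0.72) (14 adjusted over the list alone; median -0.28, camera adjusted p = 1.3e-07, adjusted p = 0.158 with an estimated correlation). Of 21 Wnt targets 8 fell, among them CCND1, DKK1, CYP2E1 (-1.14) and GLUL (-0.44) (8 adjusted over the list alone; median -0.26, camera adjusted p = 4.3e-05, adjusted p = 0.0646 with an estimated correlation). Of 21 hypoxia genes 5 fell, EGLN3 (-0.84), P4HA1 (-0.60), ANGPTL4 (-1.34) and BNIP3 (-0.47) and CA9, named after its value was seen (7 adjusted over the list alone; median -0.19, camera adjusted p = 0.00011, adjusted p = 0.292 with an estimated correlation). Of 22 genes of the ATF4 and unfolded protein response 6 fell, among them VLDLR, HERPUD1 (-0.93), PHGDH (-0.60) and DNAJB9 (-0.48), and PPP1R15A, named after its value was seen, rose (10 and 1 adjusted over the list alone; median -0.21, camera adjusted p = 9.8e-06, adjusted p = 0.109 with an estimated correlation). Of 24 actin and SRF targets 7 rose, among them TPM4, ACTA2 (0.67), TAGLN (0.67) and TPM1 (0.39), and VCL, named after its value was seen, fell (7 and 1 adjusted over the list alone; median 0.31, camera adjusted p = 9.6e-05, adjusted p = 0.0646 with an estimated correlation). Among cholangiocyte markers 4 of 9 fell, among them KRT7 (-1.24), SPP1 (-0.85) and CLDN4 (-0.39) (5 adjusted over the list alone; median -0.27, camera adjusted p = 0.00077, adjusted p = 0.133 with an estimated correlation). Of these genes, leaving out 1 library took the adjusted p over 0.05 (same test) for PCK2 without Ctrl 1 (0.0593) or Ctrl 3 (0.0619), F10 without Ctrl 1 or 3, or siPAIP1 2 (0.0541 to 0.0608), ASGR2 without Ctrl 1 or 3, or siPAIP1 2 (0.0551 to 0.0620), GPC3 without Ctrl 1 or 3, or siPAIP1 2 (0.0634 to 0.0693), TF without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0553 to 0.0706), CYP2E1 without Ctrl 2 or 3, or siPAIP1 2 (0.0566 to 0.0719), and GLUL without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0699 to 0.102). The same held for EGLN3 without Ctrl 1 (0.0584) or Ctrl 3 (0.0663), P4HA1 without Ctrl 1, 2 or 3 (0.0597 to 0.0767), ANGPTL4 without Ctrl 1, 2 or 3 (0.0562 to 0.0835), BNIP3 without Ctrl 1 or 3, or siPAIP1 2 (0.0887 to 0.131), DNAJB9 without Ctrl 1 or 3, or siPAIP1 2 (0.0501 to 0.0620), ACTA2 without Ctrl 3 (0.0565), TAGLN without Ctrl 1 (0.0709) or siPAIP1 2 (0.0548), TPM1 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0571 to 0.0728), KRT7 without Ctrl 3 (0.0564) or siPAIP1 2 (0.0501), SPP1 without Ctrl 1 or 3, or siPAIP1 2 (0.0541 to 0.0801), and CLDN4 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0666 to 0.125).

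Of 18 YAP targets ANKRD1 (-0.96), AXL (-0.65) and GADD45B (-0.50) and CTGF, named after its value was seen, fell, and FJX1 (1.12) rose (4 and 2 adjusted over the list alone); the median was 0.046 while camera pointed down (adjusted p = 0.16; 0.00294 without siPAIP1 replicate 3). Of 27 collagen and matrix genes COL9A2 and COL5A2 (0.98) rose and LAMA3 (-0.61) and NID1 (-0.62) fell; COL9A3 and FBLN2, higher, and COL4A2, lower, are named after their values were seen (4 and 5 adjusted over the list alone; median 0.27, camera adjusted p = 0.70; 0.0449, downward, without siPAIP1 replicate 3). Of 26 apoptosis genes CASP8 (0.56) and FADD (0.35) rose and BMF (-0.49) fell (5 and 1 adjusted over the list alone; median 0.029, camera adjusted p = 0.37). Of 27 p53 targets BTG2 and SPATA18 (0.37) rose and SESN1 (-0.45) and TRIAP1 (-0.54) fell; XPC, higher, and CDKN1A, GADD45A and RRM2B, lower, are named after their values were seen (6 and 5 adjusted over the list alone; median -0.027, camera adjusted p = 0.64). Of 37 translation initiation genes PAIP1, EIF4B (-0.41) and EIF4EBP2 (-0.42) and EIF4EBP1, named after its value was seen, fell, and EIF4A1 (0.40) rose (4 and 1 adjusted over the list alone; median -0.062, camera adjusted p = 0.064). That p was 0.0401 without Ctrl replicate 2 and 0.0121 without siPAIP1 replicate 1, and also under 0.05 with no filter (0.00934), DESeq2 (0.0386), a replicate block (0.0480), the block with the gene-length trend removed (0.0399) and a single dispersion (0.0351), downward in each. Of 30 genes of mRNA deadenylation and decay BTG2 and ZFP36L1 (0.39) rose and TOB1 (-0.49) and BTG1 (-0.42) and CNOT8, named after its value was seen, fell (3 and 7 adjusted over the list alone; median 0.021 with camera pointing down, adjusted p = 0.74). Of 77 ribosomal protein genes edgeR called 0 (11 lower at an unadjusted p under 0.05; DESeq2 3, exact test 2), with RPL23 (-0.39), RPL5 (-0.38), RPS7 (-0.34) and RPS15 (-0.26) the lowest in adjusted p (median -0.17, camera adjusted p = 8.3e-06, adjusted p = 0.753 with an estimated correlation, 0.251 by fry). Of 36 mitochondrial genes edgeR called 0 (4 lower at an unadjusted p under 0.05; DESeq2 2, exact test 0): MT-TR (-0.85), MT-ND6 (-0.46), MT-ND4 (-0.37) and MT-CO2 (-0.24) (median -0.19, camera adjusted p = 0.018, adjusted p = 0.677 with an estimated correlation; 0.118 without Ctrl replicate 2, 0.0958 without siPAIP1 replicate 3). Of 50 small nucleolar and Cajal body RNAs edgeR called 0 (3 higher and 1 lower at an unadjusted p under 0.05; DESeq2 1, exact test 1): SNORD3A (1.81), SNORA18 (-0.34), SNORD17 (1.75) and SNORA73B (0.64) (median 0.016, camera adjusted p = 0.94). Of 10 nuclear long non-coding RNAs edgeR called 0 (1 lower at an unadjusted p under 0.05; DESeq2 1, exact test 0): SNHG14 (-0.37), MALAT1 (2.11), NEAT1 (1.01) and OIP5-AS1 (-0.11) (median 0.11 with camera pointing down, adjusted p = 0.94). MALAT1 turned to -0.51 and NEAT1 to -0.25 without siPAIP1 replicate 3, so both rises come from that library. The list passed downward with the multiply mapped share as covariate (camera adjusted p = 0.0448) and upward under a single dispersion (0.000910). Of 16 housekeeping genes edgeR called 0 (1 lower at an unadjusted p under 0.05; DESeq2 0, exact test 0): IPO8 (-0.24), PGK1 (-0.23), GAPDH (-0.19) and RPLP0 (-0.19) (median -0.078, camera adjusted p = 0.37). Of 7 endothelial markers ROBO4 (1.98) rose and EGFL7 (-1.08) fell, while STAB1 and ESAM (0.41) did not pass (2 and 3 adjusted over the list alone; median 0.034 with camera pointing down, adjusted p = 0.66). Of these genes, leaving out 1 library took the adjusted p over 0.05 (same test) for GADD45B without Ctrl 1 or 3, or siPAIP1 2 (0.0500 to 0.0562), FJX1 without Ctrl 3 (0.0527), COL5A2 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0642 to 0.0984), LAMA3 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0524 to 0.0993), NID1 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0536 to 0.107), CASP8 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0625 to 0.104), FADD without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0607 to 0.161), BMF without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0640 to 0.0993), and SPATA18 without Ctrl 1, 2 or 3, or siPAIP1 1 or 2 (0.0652 to 0.103). The same held for SESN1 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0595 to 0.115), TRIAP1 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0537 to 0.115), EIF4B without Ctrl 1 or 3, or siPAIP1 2 (0.0601 to 0.0717), EIF4EBP2 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0858 to 0.102), EIF4A1 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0552 to 0.0751), ZFP36L1 without Ctrl 1 or 3, or siPAIP1 2 (0.108 to 0.146), TOB1 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0536 to 0.0852), BTG1 without Ctrl 1, 2 or 3, or siPAIP1 2 (0.0749 to 0.0809), and ROBO4 without Ctrl 1 (0.0759) or Ctrl 3 (0.0693). The adjusted p without siPAIP1 replicate 3 was under 0.05 for RPL23 (0.0176), RPL5 (0.0237), RPS15 (0.0468), MT-ND6 (0.0259), SNORD3A (0.00454), SNHG14 (0.000119), IPO8 (0.0347), STAB1 (0.00558) and ESAM (0.00138), and without siPAIP1 replicate 1 for SNORD3A (0.00620) and SNORD17 (0.0468).

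The paper's discussion names the kinase AKT, as part of a pathway, without giving an isoform. AKT1 rose from 120.0 ± 2.74 to 195 ± 22.3 CPM (0.70, SE 0.093, adjusted p = 0.0057, the same test), while AKT2 did not pass. Of the other genes looked up for the names in that discussion, these did not pass: GSK3B had 0.29 (SE 0.077, adjusted p = 0.053), MKI67 0.91 (SE 0.48, adjusted p = 0.25), PCNA (-0.21), BAX (-0.027), BCL2 (-0.27), PLK1 (-0.033), AKT2 (-0.17) and GSK3A (-0.12). MKI67 stood at a log2 ratio of 0.0051 over siPAIP1 replicates 1 and 2 and 1.86 in replicate 3. Without that library GSK3B (0.29, adjusted p = 0.00915) and AKT2 (-0.26, adjusted p = 0.0103) passed. Of the partners of PAIP1, these did not pass: PABPC1 had -0.22 (SE 0.091, adjusted p = 0.17), EIF4G1 0.65 (SE 0.36, adjusted p = 0.28) and WWP2 0.31 (SE 0.17, adjusted p = 0.26) in the same test. EIF4G1 stood at a log2 ratio of 0.015 over siPAIP1 replicates 1 and 2 and 1.42 in replicate 3, and WWP2 at 0.091 and 0.66.

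Under a single dispersion for all genes, 633 genes are higher and 260 lower. Of the 633, 370 have siPAIP1 replicate 3 at over 2 times the mean of replicates 1 and 2 and 207 have replicates 1 and 2 under 1.2-fold above Ctrl or below it; of the 260, 2 and 0 do so in the other direction. Without siPAIP1 replicate 3 the same test calls 0.933 genes higher per gene lower, and without any other library 1.93 to 3.51. The surplus of higher genes under that test is consistent with the weight of this 1 library.

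Repression of unintended transcripts through the seed of the siRNA was tested in 3' UTRs. A 6-base seed match was found in 23.6% (95% interval 16.9% to 31.4%) of 144 lower protein-coding DEGs, below the 50% that a main cause would need, and in 28.5% of the other genes. Genes with the 7-base site may still be lowered slightly: among 16206 words its site ranks 10 from the lowest mean, and the median log2 fold change is -0.035 over 1065 genes with it and 0.030 over the others. Of the lower DEGs 14 hold the 7-base site (9.72%, against 8.59%, Fisher's exact p = 0.652). Of the 22 immune genes 3 hold the 7-base site and 8 the 6-base match. The word shifted by 1 base ranks 9, and 242 genes with the 8-base site have a median of -0.078. At an adjusted p under 0.05, 33 of these 242 were lower and 8 higher, against 963 and 882 of all tested genes. The site of the control siRNA lies at 64.6% counted from the highest mean, against repression by that siRNA as the source of the higher DEGs.

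The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.1. For higher DEGs the real split gave 173 and the highest other 0, so 1 split reached as many. For lower DEGs they were 171 and 0, again 1 split. At an adjusted p under 0.05 edgeR called 0 genes in the other splits (69 to 1037 at an unadjusted p under 0.05); other tools were not run on them. For lists the real split gave 30 and the highest other 32 (Ctrl replicates 1 and 2 with siPAIP1 replicate 1 against the rest), so 2 splits reached as many.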
